# Divergent N Deficiency-Dependent Senescence and Transcriptome Response in Developmentally Old and Young *Brassica napus* Leaves

**DOI:** 10.3389/fpls.2018.00048

**Published:** 2018-02-01

**Authors:** Vajiheh Safavi-Rizi, Jürgen Franzaring, Andreas Fangmeier, Reinhard Kunze

**Keywords:** autophagy, *Brassica napus*, leaf senescence, N remobilization, N-deficiency, oilseed rape, transcriptome, transcription factor

## Abstract

In the spring oilseed rape (OSR) cultivar ‘Mozart’ grown under optimal N supply (N_O_) or mild N deficiency (N_L_) the transcriptome changes associated with progressing age until early senescence in developmentally old lower canopy leaves (leaf #4) and younger higher canopy leaves (leaf #8) were investigated. Twelve weeks old N_O_ and N_L_ plants appeared phenotypically and transcriptomically identical, but thereafter distinct nutrition-dependent differences in gene expression patterns in lower and upper canopy leaves emerged. In N_O_ leaves #4 of 14-week-old compared to 13-week-old plants, ∼600 genes were up- or downregulated, whereas in N_L_ leaves #4 ∼3000 genes were up- or downregulated. In contrast, in 15-week-old compared to 13-week-old upper canopy leaves #8 more genes were up- or downregulated in optimally N-supplied plants (∼2000 genes) than in N-depleted plants (∼750 genes). This opposing effect of N depletion on gene regulation was even more prominent among photosynthesis-related genes (PSGs). Between week 13 and 14 in leaves #4, 99 of 110 PSGs were downregulated in N_L_ plants, but none in N_O_ plants. In contrast, from weeks 13 to 16 in leaves #8 of N_L_ plants only 11 PSGs were downregulated in comparison to 66 PSGs in N_O_ plants. Different effects of N depletion in lower versus upper canopy leaves were also apparent in upregulation of autophagy genes and NAC transcription factors. More than half of the regulated NAC and WRKY transcription factor, autophagy and protease genes were specifically regulated in N_L_ leaves #4 or N_O_ leaves #8 and thus may contribute to differences in senescence and nutrient mobilization in these leaves. We suggest that in N-deficient plants the upper leaves retain their N resources longer than in amply fertilized plants and remobilize them only after shedding of the lower leaves.

## Introduction

In the past three decades the worldwide oilseed rape acreage has expanded nearly threefold to 36 million ha and the production has increased even fivefold to 73 million tons in 2013 (Food and Agriculture Organization of the United Nations)^1^. In winter oilseed rape production fertilization with up to 200 kg nitrogen (N) ha^-1^ year^-1^ is common practice. Although oilseed rape (OSR) has a high uptake capacity for inorganic N, its nitrogen use efficiency (NUE; for definitions see Masclaux-Daubresse et al., 2010; Xu et al., 2012) is low. Only 50–60% of the applied N is recovered in the plants and at the time of harvest 80% of the total plant N is localized in the seeds (Schjoerring et al., 1995; Jensen et al., 1997; Malagoli et al., 2005a; Rathke et al., 2006). Accordingly, winter OSR production has a high N balance surplus that often exceeds the limit of 60 kg ha^-1^ year^-1^ that is effective since 2009 in Germany (Düngeverordnung)^2^ and the European Union (Nitrates Directive^3^). To meet these requirements without compromising seed yield, the development of cultivars with improved NUE at reduced fertilizer input is an important agricultural goal in OSR breeding.

Two factors determining the NUE are the N-uptake ability of the plants and the N-remobilization efficiency from old, senescing leaves during pod development and seed ripening. N-uptake increases in young plants approximately until flowering, but stagnates or even decreases during pod ripening and contributes only a minor fraction of the N in the seeds (Schjoerring et al., 1995; Rossato et al., 2001; Malagoli et al., 2005a; Gombert et al., 2010). Indeed, the majority of N required for seed filling and pod ripening is mobilized from senescing leaves and stems (Malagoli et al., 2005a; Gombert et al., 2010). Although the N-efficiency of winter OSR can also be enhanced by breeding cultivars with enhanced N-uptake ability (Schulte auf’m Erley et al., 2007), strengthening the N remobilization activity of leaves during the vegetative phase is a promising approach for improving the NUE of oilseed rape (Gironde et al., 2015). In a simulation model of N partitioning, Malagoli et al. (2005b) came to the conclusion that by optimizing N remobilization from leaves at lower nodes and N retranslocation from vegetative to reproductive tissues, OSR yield could be increased by 15%.

Yet, the shed leaves from lower nodes still have a high N content of up to 3.5% whereas leaves from upper nodes contain at the time of abscission only 1% residual N (Malagoli et al., 2005a). What limits N remobilization from early senescing leaves? Phloem loading of amino acids from degraded leaf proteins appears not to be the limiting step (Tilsner et al., 2005). In many winter OSR cultivars the onset of senescence and abscission of lower node leaves occurs already during the vegetative stages before the development of pods and seeds. This lack of sink organs supposedly leads to a low N remobilization rate from early leaves (Schjoerring et al., 1995; Rossato et al., 2001; Noquet et al., 2004; Malagoli et al., 2005a). Accordingly, winter cultivars with a delayed leaf senescence phenotype (‘functional stay-green’; reviewed in Thomas and Ougham, 2014) tend to have a higher N-efficiency (Schulte auf’m Erley et al., 2007; Gregersen et al., 2013; Koeslin-Findeklee et al., 2015a,b).

The onset of leaf senescence is regulated by multiple, endogenous and environmental factors, among them N deficiency (Gregory, 1937; Mei and Thimann, 1984; Masclaux-Daubresse et al., 2007; Bieker and Zentgraf, 2013; Koeslin-Findeklee et al., 2015b). However, the developmental response to N deficiency and timing of senescence initiation are not uniform throughout the plant body. During development of winter OSR plants senescence progresses sequentially from the bottom toward the top and the sink leaves in young plants later turn into source leaves during pod ripening (reviewed by Avice and Etienne, 2014). N-deprivation triggers earlier onset of senescence in older leaves, whereas in young leaves at higher nodes senescence is delayed (Etienne et al., 2007; Desclos et al., 2008). Thus, the spatially and temporally concerted modulation of senescence initiation is a promising target to improve the N-efficiency of OSR, but it requires a deeper understanding of the metabolic and transcriptional changes associated with leaf senescence initiation and progression in different parts of the plant. Koeslin-Findeklee et al. (2015b) identified in a study of transcriptomic changes following senescence induction by N-depletion in leaves from a lower node of two *B. napus* winter cultivars differing in their stay-green properties and N-efficiency, a large number of cultivar-specifically regulated, senescence-associated genes, but they did not address leaf-rank specific expression differences.

In this study we report that in the doubled haploid OSR spring cultivar ‘Mozart’ senescence progression and the effect of N-limitation are similar as in winter OSR cultivars and we present a genome-wide developmental transcription analysis of plants grown under standard or reduced N-supply. The developmental transcription changes in lower and upper canopy leaves of plants grown under low N-fertilization indicated that in old (source) leaves senescence was initiated earlier and this onset was accompanied by extensive transcriptional reprogramming. In contrast, in young (sink) leaves at a node below the inflorescence, transcriptional reprogramming was delayed in N-depleted plants. We identified transcription regulator, autophagy and protease genes that were specifically regulated in N-depleted lower canopy leaves or in upper leaves under ample N supply, and genes that were expressed senescence-associated in oilseed rape, but not in *Arabidopsis*. We hypothesize that some of these genes may have OSR-specific functions in N-remobilization during N-deficiency induced leaf senescence and contribute to differences in senescence execution and nutrient mobilization in upper and lower canopy leaves.

## Materials and Methods

### Plant Material and Growth Conditions

Oilseed rape spring cultivar *Brassica napus* cv. ‘Mozart’ plants (BSA Nr. RAS 502, supplied by Norddeutsche Pflanzenzucht Hans-Georg Lembke KG – NPZ, Hohenlieth, Germany) were cultivated in solid medium in growth chambers that simulated the daylight length and average daily temperature profile between 1991 and 2005 in South–West Germany from March 15th (day 0: sowing) onward (Supplementary Table 1). Light intensity (photon flux density) during daylight phases was approximately 1000 μmol m^-2^ s^-1^. The average CO_2_ concentration during illumination was 396 ppm which approximates ambient atmospheric conditions. During the dark phase the CO_2_ concentration increased by approximately 100 ppm. A more detailed description of nursing, growth and physiological parameters of the plants analyzed in this study are presented in Franzaring et al. (2011). Leaf disks from early developing leaf #4 (at 78, 85, 92, and 99 days after sowing, DAS) and leaf #8 (at 92 and 106 DAS) were collected from plants grown at optimal (N_O_) or low (N_L_) N supply. For optimal N nutrition, NH_4_NO_3_ was supplied in three equal gifts to each pot at germination (0 DAS; extended BBCH-scale stage GS0; Meier, 2001), 72 DAS (GS35) and 79 DAS (GS59) at an equivalent of 150 kg N ha^-1^ t. For N_L_ plants fertilizer gifts were reduced by half (75 kg N ha^-1^ t). For each leaf sample three biological replicates from different plants were collected. Before harvesting, relative chlorophyll levels of the leaves were determined using a Konica Minolta SPAD-502 chlorophyll meter. For each leaf, SPAD values from two positions were measured and averaged.

### RNA Isolation

After freezing and grinding the samples in liquid nitrogen, total RNA was isolated by a hot phenol method as described (Drechsler et al., 2015). Total RNA was purified further using the RNeasy Mini Kit (Qiagen, Hilden, Germany). RNA quality was monitored on an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, United States).

### *Brassica napus* Custom Microarray Design and Functional Annotation

The *Brassica napus* custom microarray was designed and processed as described in Koeslin-Findeklee et al. (2015b). Briefly, after a probe-preselection strategy established by ImaGenes GmbH (Berlin, Germany; now Source BioScience)^4^ (Weltmeier et al., 2011) 60,955 probes representing 59,577 targets (EST clusters termed in this paper *B. napus* ‘unigenes’) were selected for the production of microarrays in the Agilent 8 × 60k format. Microarray design (GPL19044) and expression data (Series entry GSE97653) are deposited in the NCBI Gene Expression Omnibus (GEO) repository. To assign putative functions to the 59,577 *B. napus* ‘unigenes,’ they were locally BLASTed (RRID:SCR_004870) against the TAIR10 *Arabidopsis thaliana* cDNA collection (Lamesch et al., 2012) using the BioEdit alignment editor^5^ (RRID:SCR_007361). Putative functions were attributed to *B. napus* unigenes based on the annotation of the most homologous *Arabidopsis thaliana* genes with a BLAST *E*-value ≤ 10^-6^. When multiple *B. napus* unigenes had the same *Arabidopsis* homolog, the unigene with the lowest *E*-value that is significantly regulated in any one sample was selected for further analysis.

### Processing and Bioinformatic Analysis of Microarray Data

Microarray expression data readouts were generated by the Agilent Feature Extraction software. The raw data files were processed, normalized and analyzed with the Bioconductor package LIMMA^6^ (RRID:SCR_006442; Smyth, 2004). The *read.maimages* function was used to load the data into an RGList object. Background subtraction and quantile normalization was performed followed by statistical analysis (*moderated t-test*). The average of replicated spots was calculated using the *avereps* function. A design matrix was built for the *linear modeling* function and the intensity values were applied as *lmFit* function. Contrast matrices representing comparisons between different harvest time points and N treatments were created and applied to modeled data for computing the statistical significance. Regulated unigenes (≥3-fold expression change and Benjamini-Hochberg-corrected *p*-value *P*_adj_ < 0.05) were clustered by their temporal expression profiles with the Short Time-series Expression Miner (STEM) software, RRID:SCR_005016, using default settings (Ernst and Bar-Joseph, 2006). Grouping of unigenes into functional categories was performed with the BAR Classification SuperViewer Tool w/Bootstrap^7^ (RRID:SCR_006748) using MapMan (RRID:SCR_003543) categories as annotation source (Provart and Zhu, 2003; Provart et al., 2003). Enriched GO-terms were identified with the DAVID Bioinformatics Resources 6.8 in the GOTERM_BP_DIRECT term compilation using default settings^8^ (RRID:SCR_003033; Huang et al., 2009a,b). Heat maps of differentially regulated genes were created using MultiExperiment Viewer (MeV)^9^ (RRID:SCR_001915; Saeed et al., 2006). *Arabidopsis thaliana* transcription factors were compiled from the AGRIS AtTFDB^10^ (RRID:SCR_006928; Yilmaz et al., 2011), autophagy-related genes from the Autophagy database^11^ (RRID:SCR_002671; Homma et al., 2011), and peptidases from the MEROPS database^12^(RRID:SCR_002671; Rawlings et al., 2016).

### qPCR Primer Design and Assay for *B. napus* ‘Unigenes’

Primers for quantitative real-time PCR (qPCR) were calculated by QuantPrime^13^ (Arvidsson et al., 2008) after importing the *B. napus* unigene assemblies (Supplementary Table 13). One μg DNase I-digested total RNA was used for cDNA synthesis using SuperScript III Reverse Transcriptase (ThermoFisher Scientific). qPCR reactions were performed in 5 μl total volume including 2.5 μl Power SYBR Green Master Mix (ThermoFisher Scientific), 0.5 μM forward and reverse primers and 0.5 μl cDNA. *UP1* and *UBC9* were used as reference genes (Chen et al., 2010). The thermal profile used for all qPCRs was: 2 min 50°C > 10 min 95°C > (15 s 95°C > 1 min 60°C)_40*x*_. Data were analyzed by the 2^-ΔΔ*Ct*^ method (Schmittgen and Livak, 2008).

## Results

### The Transcriptome Response to Reduced N Supply Differs in Early and Late Oilseed Rape Leaves

The aim of this study was to investigate if in spring oilseed rape (OSR) a mild N deficiency can be detected at the transcriptomic level, if the transcriptome response differs in developmentally older (source) leaves at a lower node and younger (sink) leaves at a higher node, and if the developmental response to N-deficiency resembles that in winter OSR cultivars. *Brassica napus* cv. ‘Mozart’ plants were raised under controlled conditions in a growth chamber under optimal N supply (N_O_) or N supply reduced by 50% (N_L_). Morphological, physiological and performance data of the same plants we investigated in this study were previously reported by Franzaring et al. (2011). The N_L_ conditions caused only subtle developmental and growth phenotypes (Supplementary Figure 1), flowering started on average only 2 days later than in N_O_ plants (Figure 3 in Franzaring et al., 2011), but seed yield was reduced (Table 1 in Franzaring et al., 2011) The early developing leaf #4 and the late developing leaf #8, located at the base of a flower developing side shoot, were harvested as representatives of old (source) leaves and young (sink) leaves, respectively. Leaf #4 was harvested at four different time points during development (78, 85, 92, and 99 days after sowing, DAS). Leaf #8 was harvested at the two time points 92 DAS and 106 DAS. Under both N treatments, at 92 DAS leaves #4 were still alive and attached to the stem, whereas at 106 DAS on most plants they were dead and shed (**Figure 1** and Supplementary Figure 1).

**FIGURE 1:**
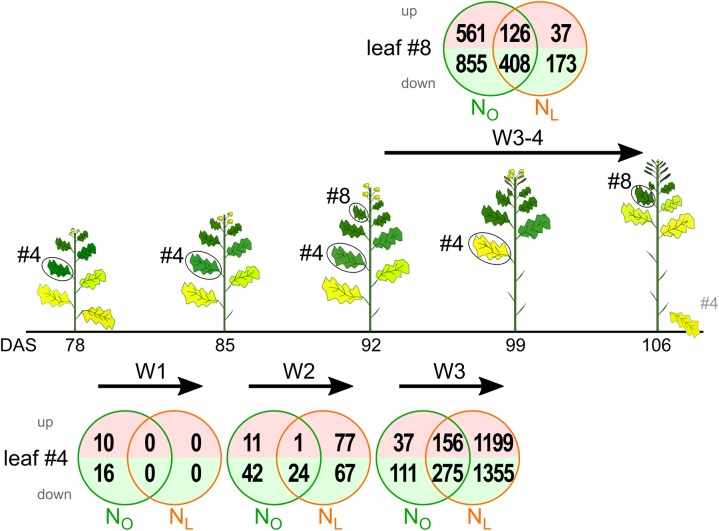
Transcriptome changes in oilseed rape leaf 4 (#4) and leaf 8 (#8) during development under optimal N supply (N_O_) and low N supply (N_L_). Leaves #4 and #8 were harvested between 78 and 106 days after sowing (DAS) as indicated below the sketches of the oilseed rape plants. The Venn diagrams display the numbers of upregulated and downregulated genes highlighted in light red and lime green, respectively. The examined developmental intervals are termed week 1 (W1), week 2 (W2), week 3 (W3) and weeks 3 + 4 (W3–4). Depicted are genes with significant, ≥3-fold expression changes (*P*_adj_ < 0.05, *n* = 3).

Transcription analysis was performed using a *B. napus* custom microarray representing 59,577 ‘unigenes’ (Koeslin-Findeklee et al., 2015b). 

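RNA came from leaves #4 on 4 days (78, 85, 92 or 99 DAS, that is, days after sowing) and from leaves #8 on 2 days (92 or 106 DAS). Leaves under optimal (N_O_) and reduced (N_L_) N supply were measured on 36 one-colour arrays. Each of the 12 groups held 3 plants with 1 array each. Besides 1319 control spots, an array carried 60955 probes, which the files identify by a number without a gene name, so all counts are counts of probes. The authors deposited the scanner output, with a mean intensity and a local background intensity for each spot, and a table of processed intensities. For the values given beside the results, the background was corrected with limma's normexp method (offset 50), spots with non-uniform pixels were left out, and the log2 intensities were quantile normalized between arrays. The 12 group means were then fitted in 1 limma model. A probe was called regulated when its change was at least 3-fold and its Benjamini-Hochberg adjusted p from limma was under 0.05. Between 41675 and 50953 probes per array were well above the background, with a median of 47455, and the number of arrays limits the precision. The arrays lay on 8 slides scanned on 4 dates. The last of these slides was scanned 6 years after the first and carried 4 arrays, namely replicate 3 of the N_O_ and N_L_ leaves #4 at 78 and 99 DAS.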

For 54,095 (91%) of the *B. napus* ‘unigenes’ 19,185 homologs were identified in *Arabidopsis thaliana* (Supplementary Table 2). For only 5,522 of these *Arabidopsis* genes one single *B. napus* unigene is represented on the microarray, whereas for 71% more than one *B. napus* unigene exist (Supplementary Table 3). These unigenes include representatives in each of the 66 biological categories in the MapMan metabolic pathway visualizer (Thimm et al., 2004). In 41 (sub-)categories more than 70% of the corresponding genes are represented by a homologous *B. napus* unigene (Supplementary Table 4).

Under optimal N supply in leaf #4 the number of *B. napus* unigenes up- or downregulated relative to the previous harvest time point with significant (*P*_adj_ < 0.05) and ≥3-fold expression changes progressively increased from week 1 (26 genes) to week 2 (78 genes) to week 3 (579 genes) of the observation period (**Figure 1** and Supplementary Table 5). 

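In N_O_ leaves #4, 55 probes were regulated in week 1 (18 higher and 37 lower), 123 in week 2 (18 of them higher) and 839 in week 3 (260 higher and 579 lower). With each of the 6 arrays of an interval left out in turn, the count ran from 2 to 335 in week 1, from 39 to 158 in week 2 and from 294 to 1441 in week 3. With a fit of only the 6 arrays of the interval, 0 probes were called in week 1. The week 1 count was above that of week 2 without a p threshold (877 against 514) and after plain background subtraction (168 against 65). The counts of weeks 1 and 2 differed by less than the range that single arrays gave, whereas week 3 had the highest count of the 3 weeks under each of the 14 other settings. Picked as extremes among the calls shared by both N supplies, probes BrsNa0194834 and BrsNa0906112 show the far end of the week 3 change. The former rose from 7.98 ± 0.70 (SD, n = 3, log2 intensity) at 92 DAS to 16.63 ± 2.27 (n = 3) at 99 DAS, a log2 change of 8.64 (standard error 0.86, adjusted p = 1.64e-06 from limma). The latter fell from 14.83 ± 0.98 to 9.32 ± 1.90, a log2 change of -5.51 (standard error 0.93, adjusted p = 0.0011 from limma).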

The same trend, but with a much steeper increment, was observed in plants that were grown under reduced N fertilization. In the first week the transcriptome did not change at all, whereas 1 week later 169 regulated genes appeared and in week 3 the number of regulated genes jumped to 2,985. 

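In N_L_ leaves #4, 1 probe was regulated in week 1, and 295 probes had an unadjusted p under 0.05 together with a change of at least 3-fold. In week 2 the count was 201 (79 higher and 122 lower), and in week 3 it was 4384 (1915 higher and 2469 lower). With each of the 6 arrays of an interval left out in turn, the count ran from 0 to 144 in week 1 and from 65 to 213 in week 2. With arrays outside the interval left out, the week 2 count ran from 182 to 470. The week 1 count was 116 with array weights and 0 with a fit of only the 6 arrays of the interval. The week 3 count rested on a single array. Without replicate 3 of the N_L_ leaves at 99 DAS, which lay on the last-scanned slide, 1359 probes were regulated, of which 1268 were among the 4384. The ratio of the N_L_ to the N_O_ count in week 3 was 5.23 with all arrays and 1.18 without that array. Leaving out any other array of the same intervals gave ratios between 3.03 and 14.8. With a fit of only the 6 arrays of each interval, 323 probes were regulated in N_L_ and 420 in N_O_ leaves. Replicate 3 also set the count of probes that changed at least 3-fold whatever their p, which was 4914 with it and 1635 without it, against 1447 in N_O_ leaves. A direct test of the difference between the N_L_ and the N_O_ change called 6 probes, all with a higher change in N_L_ leaves. This number ran from 0 to 103 with single arrays left out. With array weights, 44 probes had a higher and 5 a lower change in N_L_ leaves. Probe BrsNa0155455 rose in N_L_ leaves from 11.05 ± 2.56 (SD, n = 3, log2 intensity) to 17.53 ± 0.72 (n = 3), a log2 change of 6.48 (standard error 0.76, adjusted p = 5.49e-06 from limma). Probe BrsNa0264985 fell from 13.61 ± 0.67 to 6.62 ± 0.56 (n = 3, of which 2 arrays were well above the background), a log2 change of -6.99 (standard error 0.57, adjusted p = 2.21e-08 from limma). Both probes were picked as extremes in the same way, and in N_O_ leaves they changed by 7.72 and -5.575. With each array of the interval left out in turn, the N_L_ changes stayed between 5.19 and 7.75 and between -7.22 and -6.60. Over 6 other settings they ran from 5.72 to 6.74 and from -9.79 to -6.47.

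**Figure D1:**
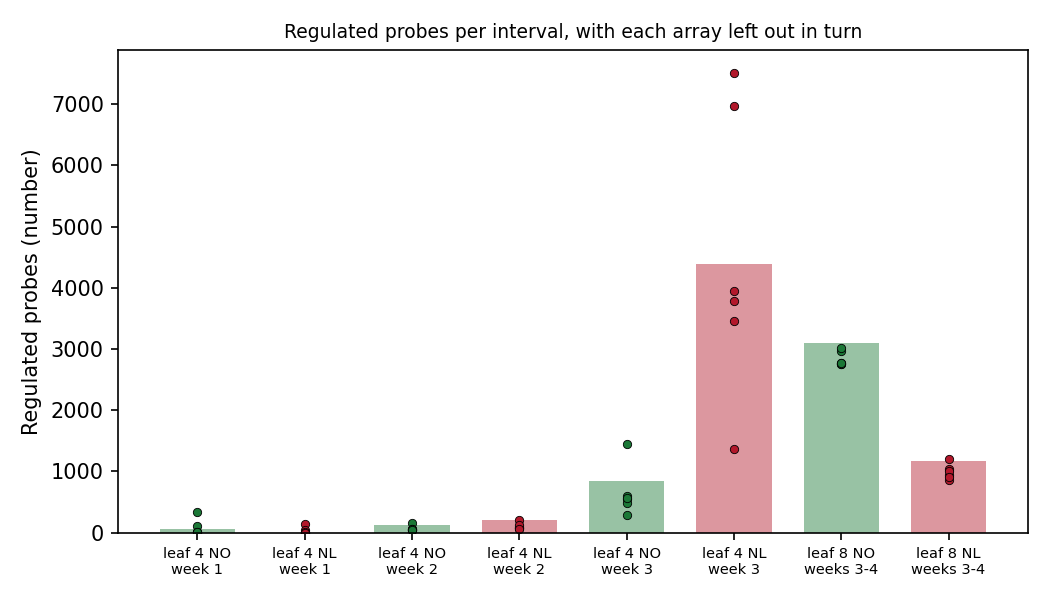
Number of regulated probes per interval. Bars give the count with all arrays and points the counts with each array of the interval left out in turn; the lowest point of N_L_ leaves #4 in week 3, at 1359, is the count without replicate 3 at 99 DAS.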

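Among the regulated probes of leaves #4, the share of lower probes was 67.3% in week 1, 85.4% in week 2 and 69.0% in week 3 under optimal N supply. Under reduced N supply it was 60.7% in week 2 and 56.3% in week 3, while the 1 probe of week 1 was higher. In week 3 the lower probes outnumbered the higher ones in both N supplies under all settings tried. In N_O_ leaves in week 2 they did so as well. In N_O_ leaves in week 1 and in N_L_ leaves in weeks 1 and 2 the order changed with the processing. After plain background subtraction, 123 probes were higher and 45 lower in N_O_ leaves in week 1, and 153 were higher and 125 lower in N_L_ leaves in week 2. From the deposited table of processed values, 15 probes were higher and 13 lower in N_O_ leaves in week 1. With a fit of only the 6 arrays of the interval, 223 were higher and 201 lower in N_L_ leaves in week 2.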

In both growth conditions and all time intervals the downregulated genes outnumbered the upregulated genes.

In the upper canopy leaf #8, 1,950 genes were up- or downregulated in N_O_ plants and 744 in N_L_ plants. Thus, the relation of regulated genes in N_O_ and N_L_ plants was inverse compared to leaf #4. Also in leaf #8 the downregulated genes outnumbered the upregulated genes under both N fertilization regimes.

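In leaves #8, 3105 probes were regulated between 92 and 106 DAS under optimal N supply (1078 higher and 2027 lower) and 1176 under reduced N supply (256 higher and 920 lower). With single arrays of these groups left out, the counts ran from 2747 to 3014 and from 853 to 1208. Arrays of leaves #4 share the spread of the model, and without replicate 3 of the N_L_ leaves #4 at 99 DAS the counts were 3323 and 1343. The counts moved most with a 2-fold threshold, to 5856 and 1989. The lower probes outnumbered the higher ones in both N supplies under all settings tried.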

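The ratio of the N_O_ to the N_L_ count in leaves #8 was 2.64, and it stayed between 2.21 and 3.61 over the other settings and with single arrays left out. Without the p threshold, 3478 probes changed at least 3-fold in N_O_ leaves #8 and 1575 in N_L_ leaves #8. Across all probes, the slope of the N_L_ change on the N_O_ change was 0.53 in leaves #8 and 1.09 in leaves #4 in week 3. In the latter it was 0.75 without replicate 3 of the N_L_ leaves at 99 DAS. In week 2 of leaves #4, where N_L_ leaves had more calls, it was 0.59, and in week 1 it was 0.49. Noise in the N_O_ change lowers such a slope, so 0.53 alone does not show a weaker change. A direct test of the difference between the N_L_ and the N_O_ change in leaves #8 called 17 probes (3 with a higher and 14 with a lower value in N_L_ leaves). This number ran from 0 to 442 with single arrays left out and was 1699 with array weights. Of these 1699 probes, 897 were higher and 802 lower in N_L_ leaves. With a fit of only the arrays compared, 470 were higher and 319 lower. These signs do not tell a weaker from a stronger N_L_ change. A weaker change gives a higher value for falling probes and a lower one for rising probes. Between 0 and 2 probes per interval were called in opposite directions in the 2 N supplies. Both supplies shared 43 calls in week 2 and 609 in week 3 in leaves #4, and 806 in leaves #8.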

### Reduced N Supply Correlates with Differential Senescence Progression in Lower and Upper Canopy Leaves

The observed massive increase in gene regulation might indicate the onset of leaf senescence, which is known to be accompanied by transcriptome reorganization (Buchanan-Wollaston et al., 2005; van der Graaff et al., 2006; Koeslin-Findeklee et al., 2015b). We therefore tracked senescence initiation by measuring chlorophyll content and expression of chlorophyll A/B binding protein gene *BnCAB1*, *Brassica napus* drought 22 kD protein gene *BnD22* and the senescence associated genes *BnSAG12-1* and *BnSAG2* by qPCR.

In leaves #4 of N_O_ plants, *BnSAG12-1* (**Figure 2A**) and *BnSAG2* (**Figure 2B**) expression by trend increased already in week 1 and continued to increase throughout weeks 2 and 3. In N_L_ leaves, upregulation of these two genes started only in week 2. Under both N treatments *BnCAB1* transcription appeared to decline in week 1 (**Figure 2C**), but the expression change was not significant (Supplementary Table 6). *BnD22*, whose expression level was approximately 3.5-fold higher under low N-conditions at the beginning of the observation period than under optimal N supply (Supplementary Table 5) as has also been reported by Desclos et al. (2008), displayed no significant expression change in weeks 1 and 2 (Supplementary Table 6), but a rapid decline in week 3 (**Figure 2D**). Expression of both *SAG*s and *CAB*, but not *BnD22*, indicated upcoming senescence one to 2 weeks before also a decline in chlorophyll was measurable (**Figure 2E**).

**FIGURE 2:**
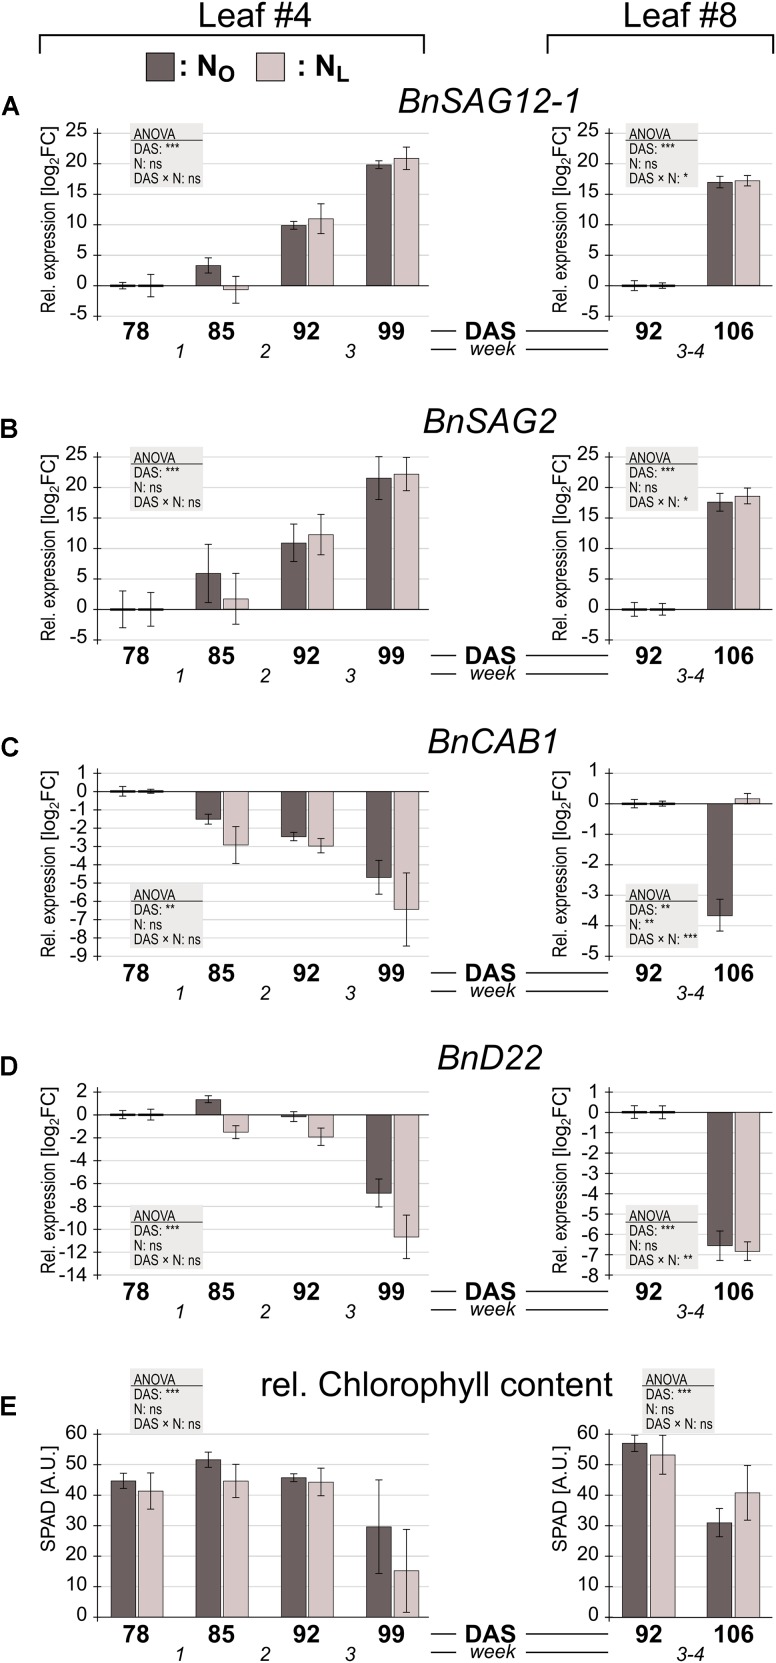
Senescence marker gene expression and chlorophyll content in *Brassica napus* leaves of plants grown under optimal or reduced N supply. *B. napus* leaves #4 and #8 of plants grown under optimal N supply (N_O_; dark gray columns) or under reduced N supply (N_L_; light gray columns) were harvested at the indicated days after sowing (DAS). Relative expression levels were determined by qPCR. For leaf #4, expression changes relative to the level at 78 DAS, and for leaf #8, expression changes relative to the level at 92 DAS are shown of **(A)** senescence associated gene *BnSAG12-1*, **(B)** senescence associated gene *BnSAG2*, **(C)** chlorophyll a/b binding protein gene *BnCAB1* and **(D)** *B. napus* gene *BnD22*. **(E)** Relative chlorophyll contents at each harvest time point are shown as SPAD values. Error bars indicate the standard error of the means (*n* = 3). Significant expression differences by N treatment, over time and by interaction of the two parameters was calculated by two way ANOVA (^∗^*P* < 0.05; ^∗∗^*P* < 0.01; ^∗∗∗^*P* < 0.001). Subsequently a Tukey’s HSD *post hoc* test was done to identify significant differences between all different harvest time points (Supplementary Table 6).

In leaf #8, the equal upregulation of *BnSAG12-1* and *BnSAG2* and downregulation of *BnD22* in N_O_ and in N_L_ leaves indicates that senescence has started during weeks 3–4. The regulation of *BnCAB1* was strikingly different in N_O_ and N_L_ leaves #8. Under low N supply *BnCAB1* expression was maintained, whereas under optimal N supply its transcription declined.

Neither in the lower or the upper leaves the differences between N_L_ and N_O_ plants in senescence marker gene expression and chlorophyll content were significant, whereas the expression pattern of *BnCAB1* is very different in N_L_ and N_O_ leaves #8. We therefore compared the expression levels of the 110 OSR homologs of *A. thaliana* photosynthesis-related genes (PSG) on the microarray (Supplementary Table 7). In the optimally N-supplied leaves #4, none of these genes were significantly up- or downregulated between 78 DAS and 99 DAS (except one downregulated gene in week 2). In striking contrast, in leaves #4 grown under reduced N fertilization, 94% of the PSGs were downregulated (4 PSGs in week 2 and another 99 PSGs in week 3). In the upper canopy leaves #8 the pattern was opposite: in N_O_ leaves 66 PSGs were downregulated compared to 11 downregulated PSGs in N_L_ leaves.

In summary, these data and the higher total number of up- and downregulated genes in N_L_ leaves #4 (**Figure 1**) indicate that a mild N deficiency leads not to a significant earlier initiation, but to a more rapid progression of senescence once it has started. In contrast, in the upper canopy leaf #8 mild N deficiency causes a delay in senescence progression. Thus, in spring OSR the effect of N-deprivation on senescence in older and younger leaves is similar as in winter OSR (Etienne et al., 2007; Desclos et al., 2008).

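The progress of each plant along the change of the other leaf was summed up in an age score. For a leaf #4 it was the mean log2 intensity of the 200 probes called higher in leaves #8 under both N supplies, minus the mean of the 606 called lower. In N_O_ leaves #4 the score was -2.16 ± 0.72 at 78 DAS, -1.79 ± 0.46 at 85 DAS, -0.16 ± 0.10 at 92 DAS and 3.82 ± 1.11 at 99 DAS (SD, n = 3 plants). In N_L_ leaves #4 it was -1.97 ± 0.49, -1.64 ± 0.37, 0.10 ± 0.51 and 4.55 ± 0.59 on the same days. The difference of the N_L_ from the N_O_ score at 99 DAS was 0.73 (p = 0.4 in a two-sided exact permutation test), less than the spread between N_O_ plants. It ran from 0.17 to 1.31 with single plants of these groups left out, with 0.36 without replicate 3 of the N_L_ leaves, and from 0.74 to 1.11 over 6 other settings. On the 3 earlier days the differences were 0.19, 0.15 and 0.26 (exact permutation p = 0.8, 0.6 and 0.7). In both N supplies each plant at 99 DAS scored above each plant at 92 DAS (exact permutation p = 0.1, the smallest p that 3 plants against 3 allow). From the senescence marker genes, the chlorophyll content, the photosynthesis genes and the number of regulated genes, the paper reasons that mild N deficiency speeds up senescence of leaves #4 without a significantly earlier start.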

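For leaves #8, the age score used the 212 probes called higher and the 397 called lower in leaves #4 in week 3 under both N supplies. At 92 DAS it was -3.06 ± 0.31 in N_O_ and -3.23 ± 0.10 in N_L_ leaves (SD, n = 3 plants), a difference of -0.17 (p = 0.6 in a two-sided exact permutation test). At 106 DAS it was 3.79 ± 0.17 in N_O_ and 1.53 ± 0.52 in N_L_ leaves. The difference of -2.27 was larger than the spread between plants, as each N_O_ plant scored above each N_L_ plant (exact permutation p = 0.1, the smallest that the design allows). It stayed between -2.79 and -2.07 over the other settings and with single plants of these groups left out.

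**Figure D2:**
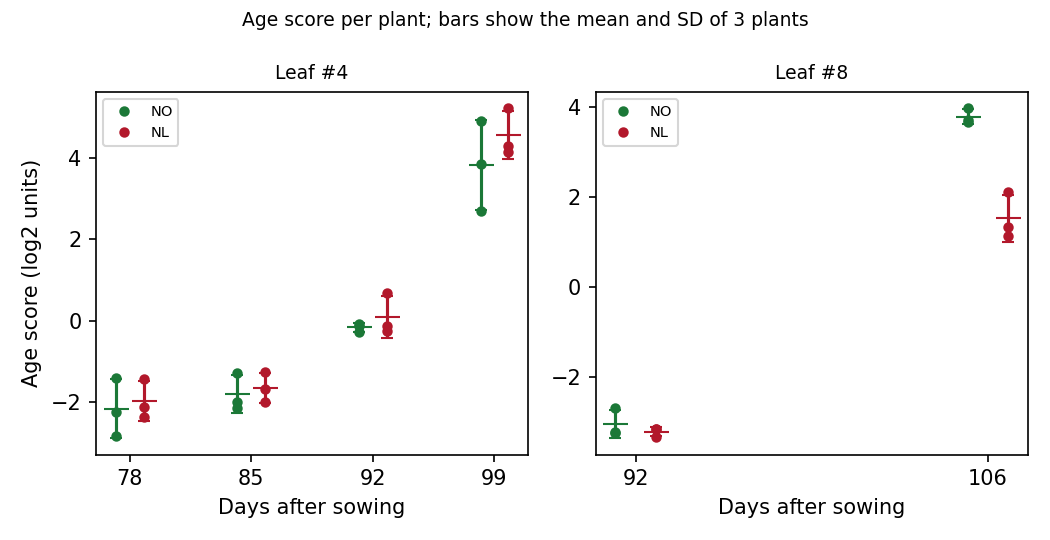
Age score in log2 units against days after sowing for leaves #4 (left) and #8 (right). Points are plants, and bars give the mean and SD of 3 plants; at 106 DAS the N_O_ plants of leaves #8 lie around 3.79 and the N_L_ plants around 1.53.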

### N Fertilization-Dependent Gene Expression

To identify genes with similar expression change profiles during development under optimal and reduced N supply in the lower canopy leaf #4, the regulated genes were clustered by their expression profiles and assigned to 50 predefined model temporal expression profiles (Supplementary Table 8). Of the 665 genes up- or downregulated in N_O_ leaves #4, four clusters with eight profiles had a statistically significant number of genes assigned (**Figure 3A**). 

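In N_O_ leaves #4, 974 probes were regulated in at least 1 of the 3 weeks. Their group means over the 4 days were assigned to 50 model profiles with a new implementation of the published STEM procedure. Of these probes, 795 (81.6%) fell into 10 profiles with more members than chance gave in permutations of the days. The largest falling cluster joined 4 profiles with 432 probes (44.4%), and the largest rising cluster joined 2 profiles with 198 probes (20.3%). The clusters depended most on the plants. Leaving out the plants numbered 1 left 130 regulated probes, with 71 in the falling and 19 in the rising cluster.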

Overall, 291 of the genes (44%) are allocated to a cluster of four downregulated profiles and 140 genes (21%) fall into a cluster of two upregulated profiles. In leaves #4 of N_L_ plants, 2941 genes (94% of the 3111 regulated genes) are assigned to 15 model temporal expression profiles with a statistically significant number of genes (**Figure 3B**). Of these, 1174 genes (38%) are allotted to a cluster of four downregulated profiles and 987 genes (32%) to a cluster of three upregulated profiles, respectively. 

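In N_L_ leaves #4, 4511 probes were regulated in at least 1 week, and 4200 of them (93.1%) fell into 13 profiles with more members than chance gave. The largest falling cluster held 1858 probes in 4 profiles (41.2%), and the largest rising cluster held 1454 probes in 3 profiles (32.2%). Without replicate 3 at 99 DAS, 1740 probes were regulated in at least 1 week, with 671 in the falling cluster (38.6%) and 471 in the rising cluster (27.1%).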

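The 806 probes called in the same direction in N_O_ and N_L_ leaves #8 changed in leaves #4 in week 3 by a median of 1.80 (log2) under optimal N supply, with 99.8% in the same direction. Under reduced N supply the median was 2.00, with 97.5% in the same direction. Of the 3105 probes regulated in N_O_ leaves #8, 696 were also regulated in the same direction in N_O_ leaves #4 in week 3 and 1794 in N_L_ leaves #4, where 2 more were regulated in the opposite direction. In a fit without replicate 3 of the N_L_ leaves at 99 DAS these overlaps were 940 and 1084 of 3323. Probes are not independent replicates, so these shares describe the arrays and are no test.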

A conspicuous contrast between the transcriptomes of the developmentally younger upper canopy leaves #8 compared to the older leaves #4 is that in leaves #8 a higher number of genes is regulated during the 2 weeks observation interval in plants grown under optimal than under reduced N supply (**Figure 1**).

**FIGURE 3:**
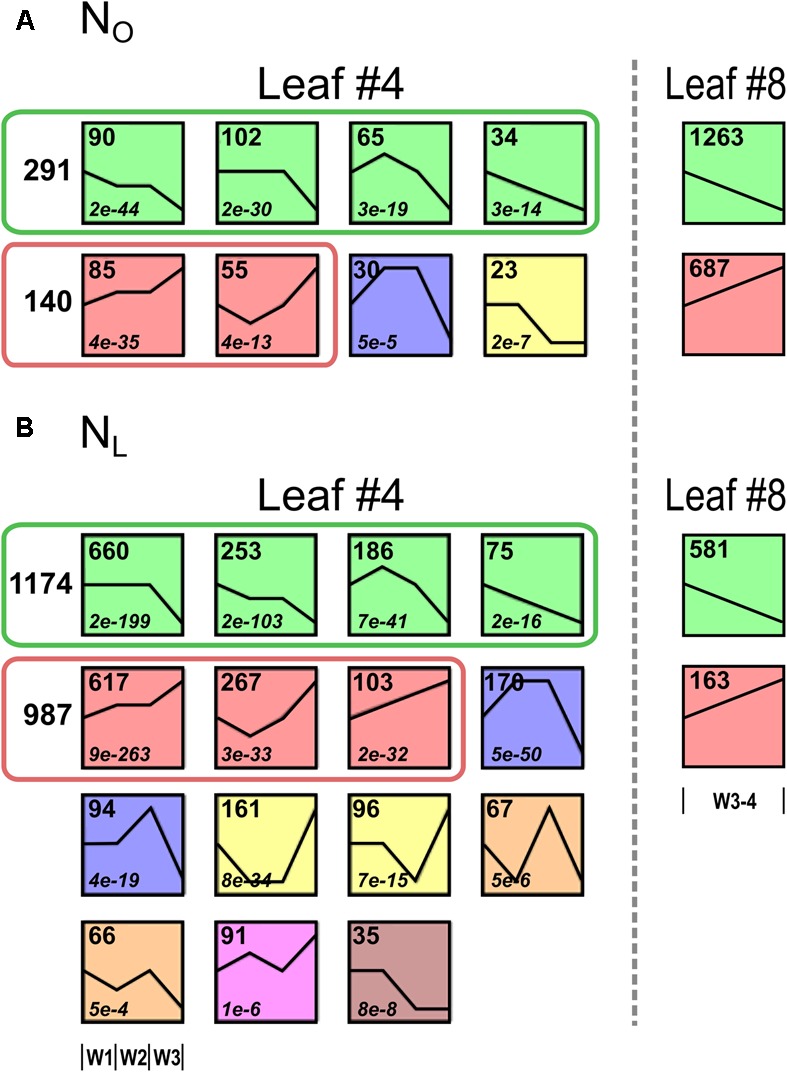
Clustering of regulated genes with similar temporal expression profiles in leaf #4. The leaf #4 genes regulated during development under optimal and reduced N supply were clustered according to their temporal expression profiles. The mean expression values (log2) of all differentially regulated genes (≥3-fold expression change in W1, W2, or W3 and *P*_adj_ < 0.05) were grouped by STEM using default settings. Each box represents one of 50 predefined expression profiles. Depicted are only profiles with a statistically significant number of genes assigned. Profiles with the same color are similar and defined as one cluster. The number of genes belonging to each model expression profile is shown in the top left corner of each box. **(A)** Of the 655 regulated genes under optimal N supply (N_O_), 484 genes are allocated to four clusters. Two hundred and ninety one genes are allocated to one ‘downregulated’ cluster that is subdivided in four profiles (green boxes) and 140 genes are allocated to one ‘upregulated’ cluster subdivided in two profiles (red boxes). To the right the numbers of up- and downregulated N_O_ leaf #8 genes are shown. **(B)** Of the 3111 regulated genes under reduced N supply (N_L_), 2771 genes are allocated to seven clusters. 1174 genes are allocated to one ‘downregulated’ cluster that is subdivided in four profiles (green boxes) and 987 genes are allocated to one ‘upregulated’ cluster subdivided in three profiles (red boxes). To the right the numbers of up- and downregulated N_O_ leaf #8 genes are shown.

### Functional Classification of N Fertilization-Dependently Regulated Genes

To identify the most highly regulated N deficiency-responsive and senescence-associated pathways in leaves #4 and #8, we performed a Gene Ontology term enrichment analysis with the up- and downregulated genes in the two leaf #4 STEM clusters and in leaf #8 (**Figure 3**). To visualize considerably regulated biological processes in N-deficient leaves #4, which show the most progressed senescence symptoms, all significantly enriched (*P* < 0.05) GO terms for the up- and downregulated genes are displayed in **Figures 4**, **5**, respectively, and listed in Supplementary Table 9. The most significantly upregulated processes in N_L_ leaves #4 include cell wall weakening, cellular response to N starvation, intracellular bulk degradation of cytoplasmic components like chloroplasts and mitochondria (autophagy, mitophagy) and general leaf senescence activities. N_L_ leaves #4 shared almost 40% of upregulated GO terms with N_O_ leaves #8, but only 19 and 13% with N_O_ leaves #4 and N_L_ leaves #8, respectively. Of the 73 significantly downregulated GO terms in N_L_ leaves #4, approximately one quarter are associated with photosynthesis and related pathways, and another ∼20% encompass biosynthesis of chlorophyll, amino acids, fatty acids, glucose, amylopectin, alkanes, and plastoquinone. In optimally N-supplied leaves #8, 40 of these GO terms (55%) were also downregulated, but only ∼30% in N_O_ leaves #4 and in N-deficient leaves #8. In agreement with photosynthetic gene and senescence marker gene expression levels (**Figure 2** and Supplementary Table 7), the GO term analysis suggests that senescence was most advanced in N_L_ leaves #4 at 99 DAS, followed by N_O_ leaves #8 at 106 DAS, N_L_ leaves #8 at 106 DAS and N_O_ leaves #4 at 99 DAS. Accordingly, N-deficiency induced in developmentally old leaves of the spring OSR cultivar ‘Mozart’ the accelerated progression of senescence and remobilization of nutrients, whereas in developmentally younger leaves in the upper canopy it led to a delay in senescence progression.

**FIGURE 4:**
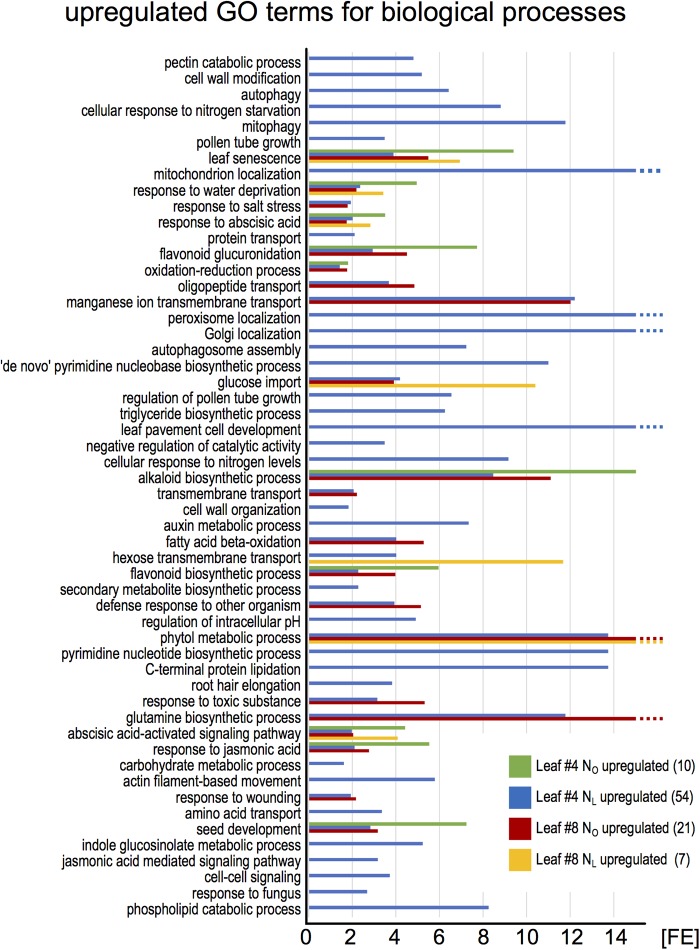
Enriched Gene Ontology terms among upregulated leaf #4 genes. The upregulated genes in all samples (red pictograms in **Figure 2**) were analyzed for enriched Gene Ontology terms using the DAVID Bioinformatics Resources 6.8. The blue bars represent all significantly enriched GO_BP_DIRECT terms in N_L_ leaves #4 (*P* < 0.05). Those terms that were also enriched in other samples are shown as green, red, and yellow bars. The lack of a bar indicates that the fraction of upregulated genes in a GO term is not significantly higher than the overall fraction of upregulated genes. The numbers in brackets denote the count of enriched GO terms.

**FIGURE 5:**
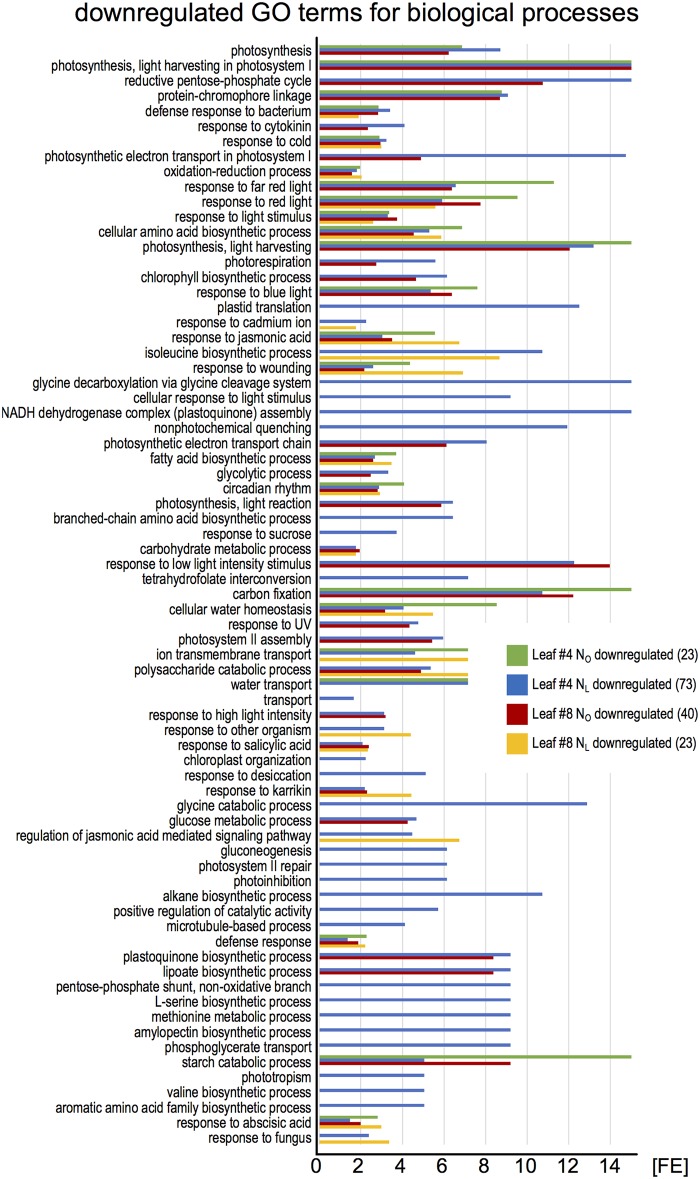
Enriched Gene Ontology terms among downregulated leaf #4 genes. The downregulated genes in all samples (green pictograms in **Figure 2**) were analyzed for enriched Gene Ontology terms using the DAVID Bioinformatics Resources 6.8. The blue bars represent all significantly enriched GO_BP_DIRECT terms in N_L_ leaves #4 (*P* < 0.05). Those terms that were also enriched in other samples are shown as green, red, and yellow bars. The lack of a bar indicates that the fraction of downregulated genes in a GO term is not significantly higher than the overall fraction of downregulated genes. The numbers in brackets denote the count of enriched GO terms.

In an independent approach to identify up- or downregulated biological pathways, the temporally regulated genes in N_O_ and N_L_ leaves #4 were grouped by their putative biological functions according to the MapMan classification (Thimm et al., 2004), and categories enriched or depleted for regulated genes were identified. Although the total number of regulated genes was five times higher in N_L_ compared to N_O_ plants, the majority of functional gene categories showed no significant differences in the fractions of regulated genes (Supplementary Figure 2). This is consistent with the weak phenotypic differences between N_O_ and N_L_ plants (Supplementary Figure 1). However, major differences are apparent in the categories tetrapyrrole synthesis and photosynthesis, oxidative pentose phosphate pathway (OPP) and C1-metabolism. 

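The count of probes regulated in at least 1 week was 4.63 times higher in N_L_ than in N_O_ leaves #4. In a fit without replicate 3 of the N_L_ leaves at 99 DAS it was 1.24 times higher (1740 against 1405 probes). The files give no gene names for the probes, so functional categories were not analysed here.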

In leaves #4 of N_L_ plants, half of the genes associated with photosynthesis (97 of 206 genes in this category) and 25% of the genes involved in chlorophyll biosynthesis (12 of 48 genes in the tetrapyrrole category) were downregulated, whereas in N_O_ plants only 5% of the photosynthesis and no chlorophyll biosynthesis genes were downregulated. Thus, the gene expression data reflect the reduced chlorophyll content in N_L_ plants (**Figure 2**). Also downregulated in N_L_, but not in N_O_ plants, were the oxidative pentose phosphate pathway, which generates reductants required for various biosynthetic processes, including fatty acid synthesis and inorganic N and S assimilation (Kruger and von Schaewen, 2003; Bussell et al., 2013) and the one-carbon (C1) metabolism pathway. This pathway is also connected to the S-assimilation pathway by supplying C1 units for the synthesis of *S*-methylmethionine (SMM), which is transported from source leaves via the phloem to sink organs (Hanson and Roje, 2001). The MapMan classification of up- and downregulated leaf #8 genes revealed overall less differences in significantly regulated categories between N_O_ and N_L_ plants compared to the older leaves #4 (Supplementary Figure 3). However, noticeable differences are apparent in the categories tetrapyrrole synthesis and photosynthesis. Opposite to leaves #4, in leaves #8 in both categories a large fraction of the genes was downregulated in N_O_, but not in N_L_ plants, suggesting that, although the chlorophyll content had not yet much declined between 92 DAS and 106 DAS, senescence was more advanced in leaves #8 of plants grown under optimal N supply than in plants grown under reduced N fertilization.

### Senescence- and N Deficiency-Associated Transcription Factor Genes

A major process during leaf senescence is remobilization of N and other nutritional degradation products from source to sink organs. The initiation and progression of senescence is orchestrated by transcription factors (TFs) and thus the identification of senescence-associated TFs that are responsive to N deficiency conditions is crucial for understanding the parameters that determine the N-efficiency of oilseed rape. We therefore investigated the range of *B. napus* homologs of *Arabidopsis* TFs that were differentially regulated upon N-deprivation in source leaves #4 and sink leaves #8. In total, 271 regulated OSR homologs of *Arabidopsis* TFs were found in 37 of the 51 *Arabidopsis* TF families (Yilmaz et al., 2011), and in most families more genes were down- than upregulated (Supplementary Table 10). Under both N-regimes, almost all TF genes in leaf #4 were regulated exclusively in week 3, only nine genes showed regulation during weeks 1 or 2 (Supplementary Table 11). Analogous to the frequencies of total regulated genes (**Figure 1**), between 92 and 99 DAS in N-deficient leaves #4, 3.6-fold more putative TF genes were transcriptionally regulated (78 genes up and 104 genes down) than in optimally N-supplied leaves #4 (22 genes up, 29 genes down). In leaf #8, between 92 and 106 DAS threefold more TF genes were regulated in N_O_ (48 genes up, 92 genes down) than in N_L_ plants (15 genes up, 21 genes down). None of the TF genes were oppositely regulated in N_O_ and N_L_ leaves #4 or leaves #8, or in N_L_ leaf #4 and N_O_ leaf #8. Twelve genes were upregulated exclusively in the senescing N_L_ #4 and N_O_ #8 leaves, among them the *NAP/NAC029* homolog, and thus are leaf rank-independent senescence-associated TFs. Twenty-four TF genes were downregulated solely in the N_L_ #4 and N_O_ #8 leaves, among them the *WRKY53* homolog, suggesting that they are controlling pathways that are downregulated during senescence. The WRKY, Whirly and NAC families deserve special attention, because members of these families were reported to play key roles in controlling leaf senescence and plastid stability in *Arabidopsis*. In contrast to most other TF families, the NAC genes were predominantly upregulated in senescing leaves #4 and #8 (**Figure 6** and Supplementary Table 11). With the only exception of *JUB1*, in senescing *Arabidopsis* leaves the corresponding genes are also upregulated (Breeze et al., 2011). Eleven of the 19 regulated OSR NAC genes were specifically regulated in N_L_ leaves #4 or N_O_ leaves #8, which indicates differences in the regulation of downstream processes in the two canopy levels. Other than the NAC factors, most of the regulated WRKY genes were downregulated and it appears that in this TF family more transcriptional reprogramming occured in N_O_ leaves #8 than in N_L_ leaves #4 (**Figure 6**).

**FIGURE 6:**
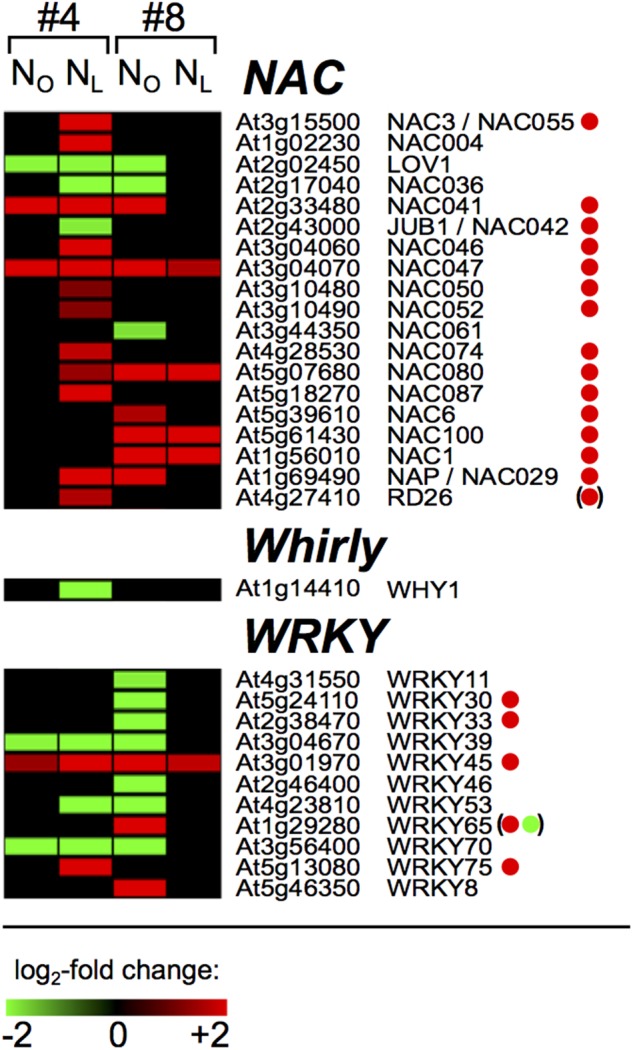
Senescence associated oilseed rape NAC, Whirly and WRKY transcription factor genes. The heat maps display the upregulated (red bars) or downregulated (green bars) *Brassica napus* unigene homologs of *Arabidopsis thaliana* NAC, Whirly and WRKY family transcription factors in leaf #4 between 92 and 99 DAS and in leaf #8 between 92 and 106 DAS as indicated on top of the columns. Depicted are genes with expression ratios ≥ 3 and *P*adj < 0.05 (*n* = 3). Green and red dots denote genes that were reported as leaf senescence-associated down- and upregulated in *Arabidopsis thaliana* by Breeze et al. (2011). Dots in parentheses indicate that this gene was not steadily regulated and *WRKY65* was first up- and later downregulated in the course of leaf senescence.

### N-Deficiency Associated Expression of Protein Degradation Genes

The plant-specific developmental process of leaf senescence safeguards the coordinate degradation of proteins, lipids and nucleic acids and remobilization of the resulting low molecular weight nutrients from the senescing leaves to sink organs. Chloroplasts are the most important resource for nitrogen remobilized from senescing source leaves, and autophagy is a crucial process for degradation of chloroplasts during senescence and in response to starvation (Ishida et al., 2014; Michaeli et al., 2014; Izumi et al., 2017). Autophagy mutant plants suffer from premature senescence accompanied by accelerated cell death (reviewed in Minina et al., 2014). Senescence is also accompanied by the activation of various peptidases. To identify the senescence-associated OSR homologs of *Arabidopsis* autophagy genes in leaves #4 and #8 we matched them against the autophagy database (Homma et al., 2011).

We identified 28 OSR homologs of *Arabidopsis* autophagy(-related) genes that showed ≥ 3-fold changes in transcription levels (**Figure 7A** and Supplementary Table 12). In N-deficient leaves #4, 19 autophagy gene homologs were upregulated, among them ten ATG core genes that are essential for autophagosome formation (reviewed in Michaeli et al., 2016; Have et al., 2017). Seven of these autophagy core genes and seven autophagy-related genes are also upregulated in senescing *Arabidopsis* leaves (van der Graaff et al., 2006; Breeze et al., 2011). Remarkably, although also in N_O_ leaves #4 senescence initiated during week 3 of the observation period, as was indicated by marker gene expression (**Figure 2**) and enrichment of the GO term ‘leaf senescence’ (**Figure 4**), except for *ATG4a* (see below) none of the autophagy core genes were regulated yet in week 3. Also in N-deficient leaves #8, where senescence was delayed, no activation of the autophagy genes was observed. In N_O_ leaves #8, *ATG7*, *ATG8a* and six autophagy-related genes were upregulated, however, the intensification of the autophagy pathway was clearly lower than in N-deficient leaves #4. Only two genes were regulated in both leaves #4 and #8 and independent of the N supply. *ATG4a*, which encodes a cysteine protease involved in the ATG8 ubiquitination-like pathway and is linked to autophagosome formation, was downregulated in all four samples. In *Arabidopsis*, *ATG4a* is transcriptionally induced by sudden N-depletion and carbon-starvation (Yoshimoto et al., 2004; Rose et al., 2006), but it has not been reported in the context of senescence yet. *PLDP2* was upregulated in all four samples. This gene is also in *Arabidopsis* upregulated during senescence and was reported to regulate vesicle trafficking and to play a role in Pi-starvation (Breeze et al., 2011). The downregulation of the salicylic-acid responsive *PR1* gene (Ward et al., 1991) in all samples except N_O_ leaves #4 is consistent with the corresponding downregulation of the GO term ‘response to salicylic acid’ in these samples.

**FIGURE 7:**
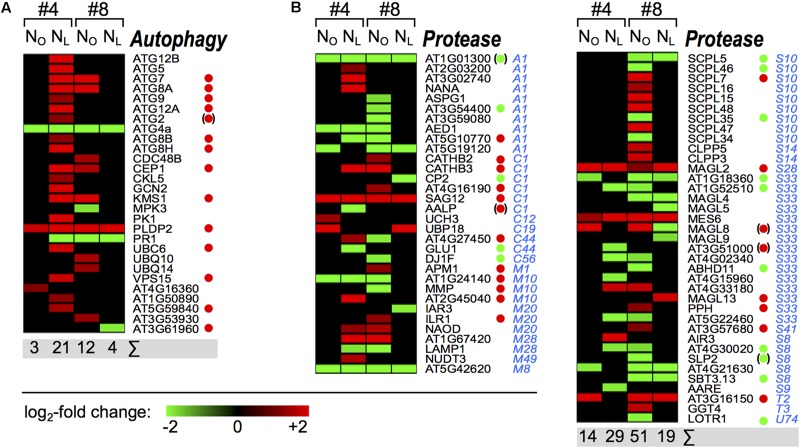
Senescence associated oilseed rape autophagy and protease genes. The heat maps display the upregulated (red bars) or downregulated (green bars) *Brassica napus* unigene homologs of *Arabidopsis thaliana* **(A)** autophagy genes and **(B)** peptidase genes in leaf #4 between 92 and 99 DAS and in leaf #8 between 92 and 106 DAS as indicated on top of the columns. Peptidase family affiliations (MEROPS Peptidase Database) are indicated in blue letters. Depicted are genes with expression ratios ≥ 3 and *P*_adj_ < 0.05 (*n* = 3). Green and red dots denote genes that were reported as leaf senescence-associated down- and upregulated in *Arabidopsis thaliana* by Breeze et al. (2011). Dots in parentheses indicate that this gene was not steadily regulated in the course of leaf senescence.

In addition to autophagy-related proteins, transcriptional and proteomic studies identified in various plant species a large number of senescence-associated, mostly upregulated peptidases from diverse families (reviewed in Roberts et al., 2012). Yet, in winter OSR, only few senescence-associated proteases and protease inhibitors were reported (Etienne et al., 2007; Desclos et al., 2009). We identified in spring OSR ‘Mozart’ overall 69 up- or downregulated OSR homologs of all *A. thaliana* peptidases listed in the MEROPS peptidase database (Rawlings et al., 2016) (**Figure 7B**). For 35 of these, Breeze et al. (2011) observed leaf senescence-associated regulation of the corresponding *Arabidopsis* genes; 30 of them were regulated in the same direction. Other than with the autophagy-related proteins, regulation of protease genes was heterogeneous and more genes were down- than upregulated (37 vs. 32). Remarkably, in contrast to all other gene classes, the highest number of regulated protease genes occured in N_O_ leaves #8. It is tempting to speculate that in spite of the onset of senescence under ample N supply in leaves #8 (**Figure 4**), dismantling of chloroplasts and degradation of chlorophyll is still pending (**Figure 2**) and therefore autophagy is not massively upregulated yet (**Figure 7A**). However, at that stage leaves #8 likely act already as source leaves and provide nutrients for pod development and seed filling (Supplementary Figure 1, Franzaring et al., 2011). The prominent regulation of many proteases in these leaves may be associated with an elevated nutrient export activity.

## Discussion

### Transcriptome Reprogramming in N Supply-Dependent Senescence of Lower and Upper Node *B. napus* Leaves

Since the divergence of the ancestral Brassicaceae into the *Arabidopsis* and *Brassica* lineages ∼17 million years ago (Cheung et al., 2009), genome triplication, allopolyploidization of the *B. napus* parental *B. rapa* and *B. oleracea* genomes, and gene loss events occurred, with the consequence that the modern OSR genome contains zero to more than six orthologs of any *Arabidopsis* gene (Rana et al., 2004). This complicates the identification of orthology relationships between *Arabidopsis* and *B. napus* genes and prevents the distinction between multiple related *B. napus* genes when using *Arabidopsis* microarrays. We therefore used a microarray with 60 nt-probes based predominantly on three EST libraries from *B. napus*, *B. rapa*, and *B. oleracea* and a smaller number of other publically available ESTs (Trick et al., 2009).

In previous studies of the transcriptome response to N starvation in *Arabidopsis thaliana* (Wang et al., 2003; Scheible et al., 2004; Balazadeh et al., 2014) and winter oilseed rape (Koeslin-Findeklee et al., 2015b), plants were grown hydroponically in low N medium and transcription analysis was performed after nitrate re-addition. This treatment may invoke a rapid and temporal plant response to nutrient shock (Wang et al., 2001; Peng et al., 2007) and thus may not fully reflect the plant adaptive responses to long-term low N conditions. Here, we compared the OSR transcriptome in plants of a spring cultivar grown under optimal or low N fertilization in solid medium under seasonal climate simulating conditions, which is more similar to field conditions (Franzaring et al., 2012).

In the developmentally early winter OSR leaves, senescence typically begins during flowering but before the seed filling stage, and the leaves are shed before the developing reproductive organs have reached their maximal sink strength. This is considered as one reason for the relatively inefficient N remobilization and high residual N content in the fallen leaves that, moreover, increases with N fertilization (Schjoerring et al., 1995; Hocking et al., 1997; Rossato et al., 2001; Noquet et al., 2004; Malagoli et al., 2005a). In cauline leaves in the upper canopy, senescence initiates later and the N content of fallen leaves is lower, indicating a more efficient N remobilization from these leaves driven by the higher sink strength of the developing pods during seed filling (Malagoli et al., 2005a; Etienne et al., 2007). In this study we aimed to determine if the chronology of senescence initiation in different canopy levels is similar in a spring OSR cultivar and how differences between early and late leaves are reflected in their transcriptomes.

Taking the expression changes of the senescence marker genes *BnSAG12-1*, *BnSAG2* and *BnCAB1* as indicators, under optimal as well as low N supply the first signs of senescence initiation appeared in the lower canopy leaf #4 already in week 1 of the observation period. In this early senescence phase the chlorophyll content is not a useful indicator for senescence or N deprivation (**Figure 2**), as had also been observed by Gombert et al. (2006). In the following 2 weeks senescence progressed under both N regimes, but more rapidly in the N deficient plants as is indicated by the massive downregulation of PSGs. In the upper canopy leaf #8 the *BnSAG12-1*, *BnSAG2* and *BnD22* expression changes did not show a difference in the senescence status of N_O_ and N_L_ leaves. However, downregulation of *BnCAB* and many PSGs indicated that N deficiency led to a delay of senescence progression in younger leaves. This conclusion was corroborated by the extent of transcriptome reprogramming and the affected metabolic processes. In leaves #4 essentially no change in gene regulation in either N_O_ or N_L_ leaves was observed in week 1. 

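By count of regulated probes, N_L_ leaves #4 had 1.63 times the N_O_ number in week 2. This ratio ran from 0.546 to 5.05 with single arrays left out and from 1.45 to 4.28 over the other settings. From week 2 to week 3 the count grew 6.82-fold in N_O_ leaves (2.24 to 21.2 with single arrays left out, 2.61 to 25.4 over the other settings) and 21.8-fold in N_L_ leaves (2.89 to 62.8, and 0.762 to 36.9). The value of 2.89 is the one without replicate 3 of the N_L_ leaves at 99 DAS.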

One week later at an overall low level already twice as many genes were regulated in N_L_ compared to N_O_ leaves, and in week 3 in N-deficient leaves the number of regulated genes increased another 15-times to almost 3,000 regulated genes, whereas under ample N supply less than 600 genes were regulated. The effect of N deprivation was opposite in the upper canopy leaves #8, where 2.5-times more genes were regulated in N_O_ plants. The functional classification of regulated genes revealed that senescence-associated transcriptome reprogramming in spring oilseed rape cv. ‘Mozart’ comprises largely the same biological processes as in *Arabidopsis thaliana* (Buchanan-Wollaston et al., 2005; van der Graaff et al., 2006; Breeze et al., 2011).

### Divergent Regulation of Transcription Factors in Senescing Young and Old Leaves

The age-dependent expression of thousands of senescence-associated genes is orchestrated by transcription factors, many of which are themselves transcriptionally regulated during senescence. Several of these TFs are also induced by various biotic or abiotic stresses, indicating that senescence is an integrated response of plants to endogenous developmental signals and environmental cues (Woo et al., 2013). In *Arabidopsis*, transcriptomic analyses revealed the enrichment of upregulated TF genes of the NAC, WRKY, AP2/EREBP, MYB, C2H2 zinc-finger, bZIP, and GRAS families during leaf senescence (Buchanan-Wollaston et al., 2005; van der Graaff et al., 2006; Balazadeh et al., 2008, 2010; Breeze et al., 2011). We observed also in spring OSR a senescence-associated transcriptional reorganization in all these TF families. The comparison of the expression changes of the 112 senescence-associated TF genes that were identified in *Arabidopsis* by Breeze et al. (2011) and here in OSR reveals largely congruent transcription increases or decreases (Supplementary Table 11). Interestingly though, we note in OSR that 107 TF genes were only in N_L_ leaf #4 and 65 genes only in N_O_ leaves #8 more than threefold up- or downregulated, which indicates distinct regulation of individual senescence processes and nutrient remobilization in upper and lower canopy leaves. Also noticeable is a virtually perfect congruence of TF gene regulation in certain families between OSR and *Arabidopsis* (NAC, C2C2, C2H2) and more divergent regulation in others (AP2-EREBP, C3H, homeobox).

The expression profiles of well characterized key regulators of senescence in OSR and *Arabidopsis* attest that, in spite of their very different sporophyte architectures, the regulatory network controlling senescence is similar in these two Brassicaceae. For example, in both species the positive regulators of chlorophyll degradation *NAC046* and *NAC055* and the senescence promoting *NAP/NAC029* factor are upregulated (**Figure 6**) (Guo and Gan, 2006; Hickman et al., 2013; Oda-Yamamizo et al., 2016). On the other hand, the negative regulator of senescence *WRKY70* (Ülker et al., 2007; Zentgraf et al., 2010; Besseau et al., 2012) and the early induced *WRKY53* factor, which interacts with other senescence regulators (Hinderhofer and Zentgraf, 2001; Miao et al., 2004; Zentgraf et al., 2010), were downregulated. However, in a few cases also divergent regulation of senescence-controlling factors in *Arabidopsis* and OSR was observed. The NAC family member *JUB1*, which was identified as a longevity-promoting factor in *Arabidopsis* (Wu et al., 2012), was downregulated in N_L_ leaves #4. Surprisingly, it was found to be induced in *Arabidopsis* during leaf senescence (Breeze et al., 2011). Noteworthy is also the downregulation of the OSR homolog of *WHY1* in N_L_ leaves #4 (**Figure 6**), because this gene is involved in maintaining chloroplast stability. The *Arabidopsis WHY1* gene, which is one of only three Whirly family genes in this plant, is required for chloroplast genome stability (Marechal et al., 2009), and the barley *WHIRLY1* ortholog is involved in premature senescence induction under photooxidative stress (Kucharewicz et al., 2017).

### Chloroplast Decomposition and Protein Degradation Pathway Activation in Senescing Leaves

The critical role of autophagy for the disassembly of chloroplasts, mitochondria and other cellular structures in the course of senescence has been extensively demonstrated in *Arabidopsis* (reviewed by Michaeli et al., 2016; Have et al., 2017). During developmental and starvation-induced senescence, entire chloroplasts can be degraded by autophagy (Minamikawa et al., 2001; Wada et al., 2009). Other than in *A. thaliana*, where 9 of 15 upregulated autophagy genes were activated in leaves that were not even fully expanded yet and showed no signs of senescence (Breeze et al., 2011), in OSR we do not observe activation of autophagy genes in N_O_ leaves #4 or N_L_ leaves #8, while senescence was initiated in these leaves. However, in the more advanced senescence stages in N_L_ #4 and N_O_ #8 leaves, more OSR autophagy genes appear to be upregulated than in *Arabidopsis* (Breeze et al., 2011), although we did not consider all statistically significantly regulated genes but only those exhibiting ≥ 3-fold transcriptional changes. A possible explanation could be that autophagy is a generic, auto-cleaning process required to remove obsolete cell components and maintain cellular integrity. It is thus constitutively active at a low level which might be sufficient during early senescence. Only when senescence progresses it may become necessary to boost the autophagy pathway.

The more pronounced transcriptional activation of autophagy genes in N-deficient leaves #4 compared to N_O_ leaves #8 could indicate that the cell death program, the last phase of senescence, has started in the lower canopy leaves, whereas the young upper canopy leaves #8 have to stay alive to serve as source leaves for nutrient remobilization toward the developing pods. This course of events is known from winter OSR genotypes (reviewed in Avice and Etienne, 2014). Consistent with this hypothesis is the much higher number of regulated protease genes in N_O_ leaves #8 which may be involved in protein turnover and N remobilization, but not in executing cell death.

Differences between OSR and *Arabidopsis* are also apparent in the regulation of senescence-associated peptidase genes, which play a crucial role in providing nitrogen transport molecules like amino acids for developing sink organs (reviewed by Masclaux-Daubresse et al., 2010). Similar to the group of autophagy genes, in OSR more peptidase genes are differentially regulated than in *Arabidopsis* (Breeze et al., 2011), and a larger fraction of these genes is downregulated. These differences might indicate a partly different orchestration of the senescence course in OSR, which may reflect the more complex architecture and morphological development of OSR plants compared to *A. thaliana*. Recently, by protease activity profiling Poret et al. (2016) identified in senescing *B. napus* leaves after 23 days of N-starvation an activity increase relative to plants grown with ample N-supply of 17 serine- and cysteine-proteases with homology to 10 *Arabidopsis* proteases including SAG12, AALP, and AARE. In our study, both AALP and AARE are downregulated only in N-deficient leaves #4 (**Figure 7B**). However, transcription data do not always reflect protein level or activity data, as has also been reported for metabolic flux data (Schwender et al., 2014), and especially proteases are frequently regulated at the post-transcriptional level.

## Conclusion

We found evidence that the sequence of senescence initiation and progression and also the effects of N-limitation are similar in the spring OSR cultivar ‘Mozart’ and in winter OSR cultivars. Like in winter OSR, long-term, mild N deficiency leads in spring OSR to premature shutdown of PSGs and senescence in lower canopy source leaves, whereas in upper canopy sink leaves senescence progression is delayed. The onset of senescence is accompanied by a massive reprogramming of the transcriptome. The affected regulatory and metabolic pathways are overall similar to those in *Arabidopsis*, but we identified transcription regulator and protein degradation genes that are specifically regulated in N-depleted lower canopy leaves or in upper leaves under ample N supply, and genes that are senescence-associatedly expressed in oilseed rape, but not in *Arabidopsis*. In future studies it will be interesting to address the question whether these genes fulfill specific tasks in N-remobilization during N deficiency-induced leaf senescence and if their regulation affects the nitrogen use efficiency of oilseed rape.

## Author Contributions

VS-R: acquisition, analysis, and interpretation of data; writing the manuscript. JF: acquisition of data and design of the work. AF: design of the work. RK: conception and design of the work; acquisition, analysis, and interpretation of data; writing the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Divergent N Deficiency-Dependent Senescence and Transcriptome Response in Developmentally Old and Young Brassica napus Leaves
**Source:** Front Plant Sci. 2018 Feb 1;9:48. doi: 10.3389/fpls.2018.00048
**Supplement:** Supplementary file 2

## *Supplementary Material*

### **Divergent N deficiency-dependent senescence and transcriptome response in developmentally old and young *Brassica napus* leaves**

Vajiheh Safavi-Rizi, Jürgen Franzaring, Andreas Fangmeier and Reinhard Kunze\*

#### **Supplementary Figures**

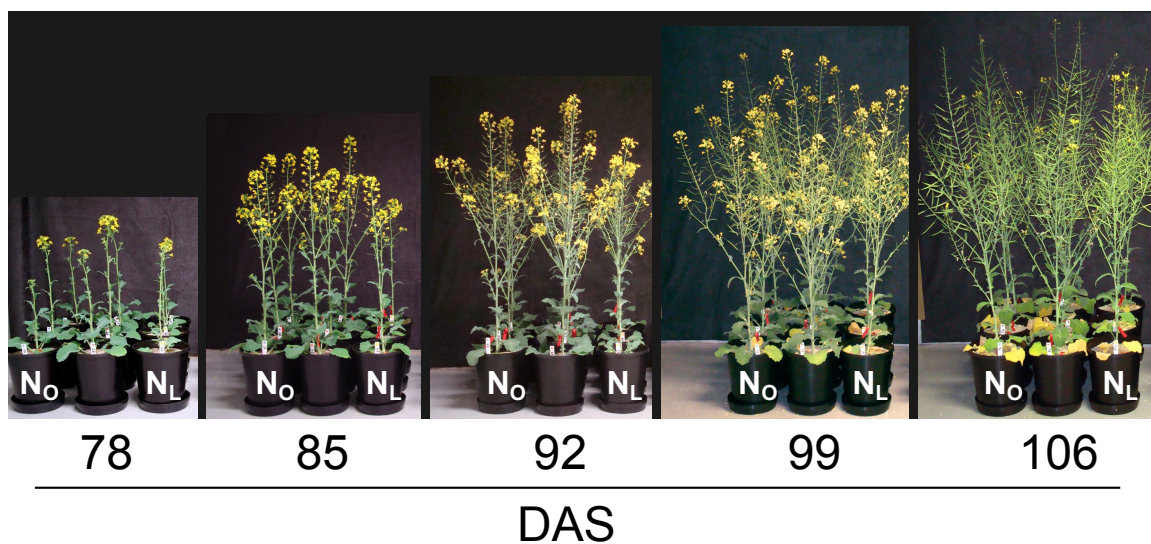

**Supplementary Figure 1. Phenotype of *B. napus* cv. Mozart plants grown under optimal or low N supply.** In each panel the three plants on the left were grown under optimal N supply ( $N_O$ ) and the three plants on the right were grown under low N supply ( $N_L$ ). The three plants in the center (grown under elevated N supply) were not used in this study.

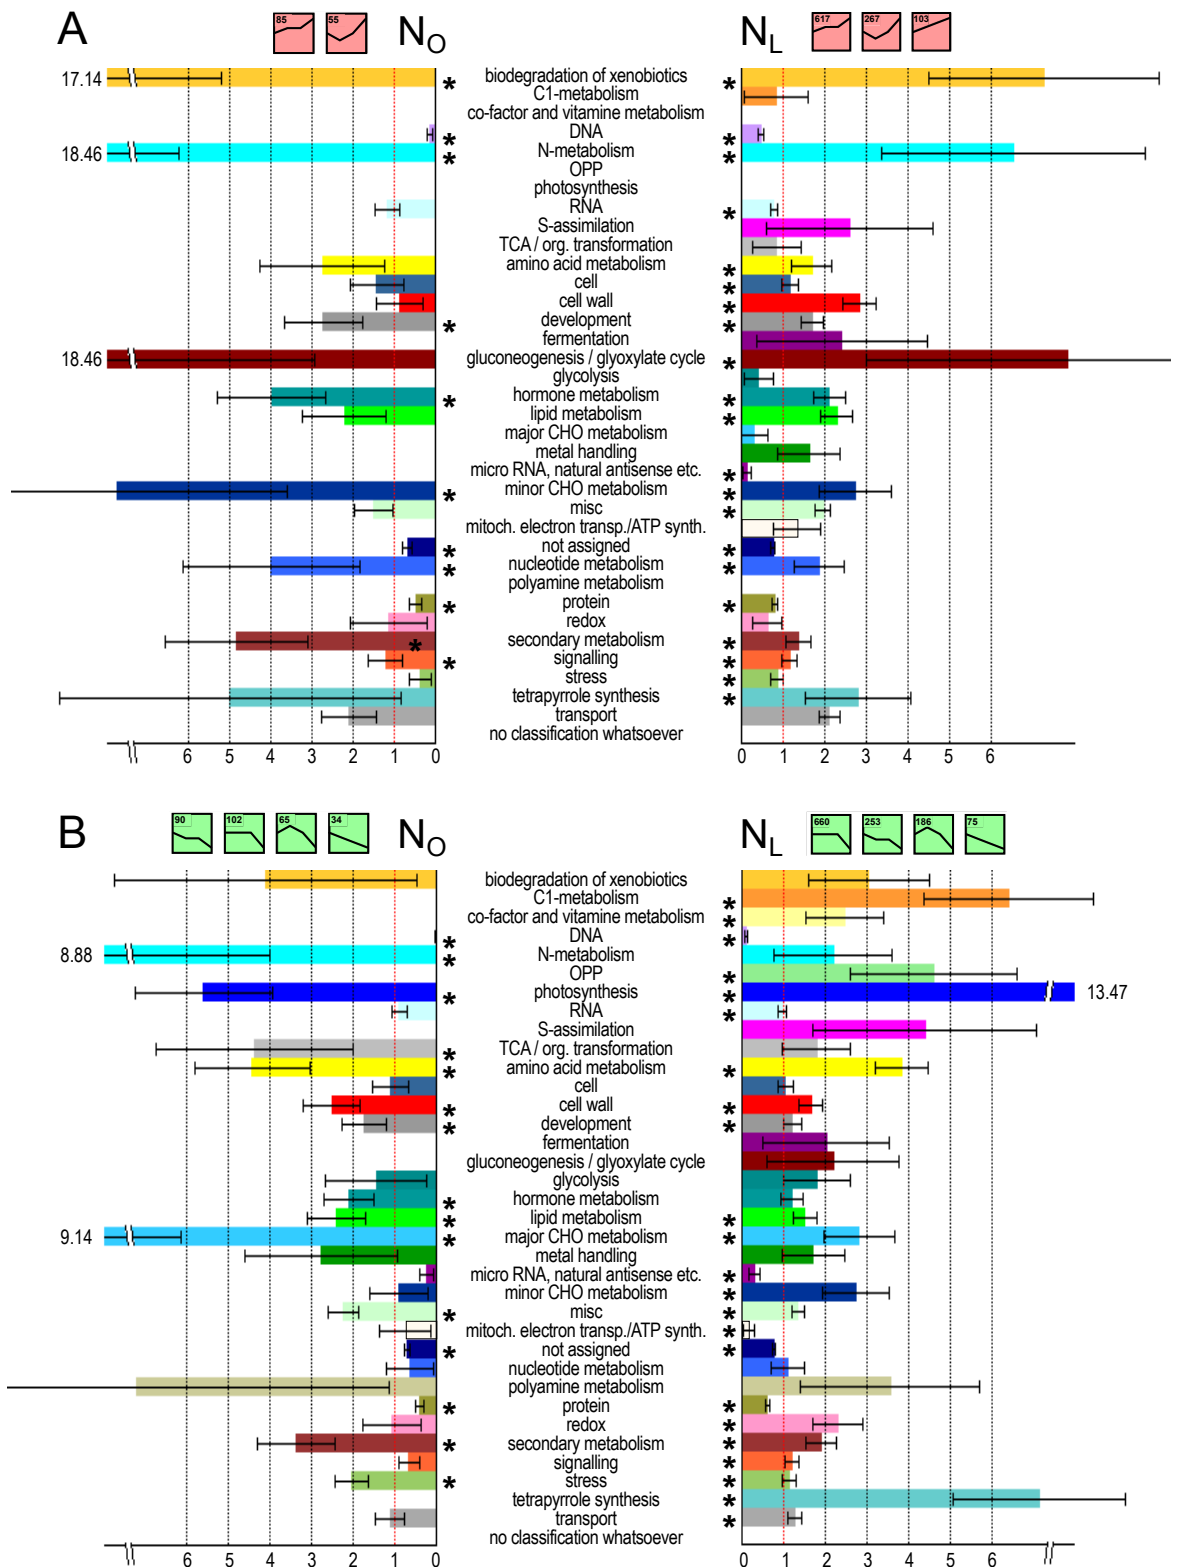

**Supplementary Figure 2. MapMan functional classification of temporally up- and downregulated genes in leaf #4.** Genes in the (A) 'downregulated' and (B) 'upregulated' STEM cluster of N<sub>O</sub> and N<sub>L</sub> leaves #4 were classified according to their putative assignment to MapMan metabolic pathways using the BAR Classification SuperViewer Tool. Bars show the normed frequency (NF) of genes in functional categories  $\pm$  SD for 100 bootstraps. Normed frequency is the  $(\text{Number in Class}_{\text{input\_set}} / \text{Number Classified}_{\text{input\_set}}) / (\text{Number in Class}_{\text{reference\_set}} / \text{Number Classified}_{\text{reference\_set}})$ . Enriched ( $\text{NF} > 1$ ) or underrepresented categories ( $\text{NF} < 1$ ) which are statistically significant (p-value of the hypergeometric distribution  $< 0.05$ ) are marked by asterisks.

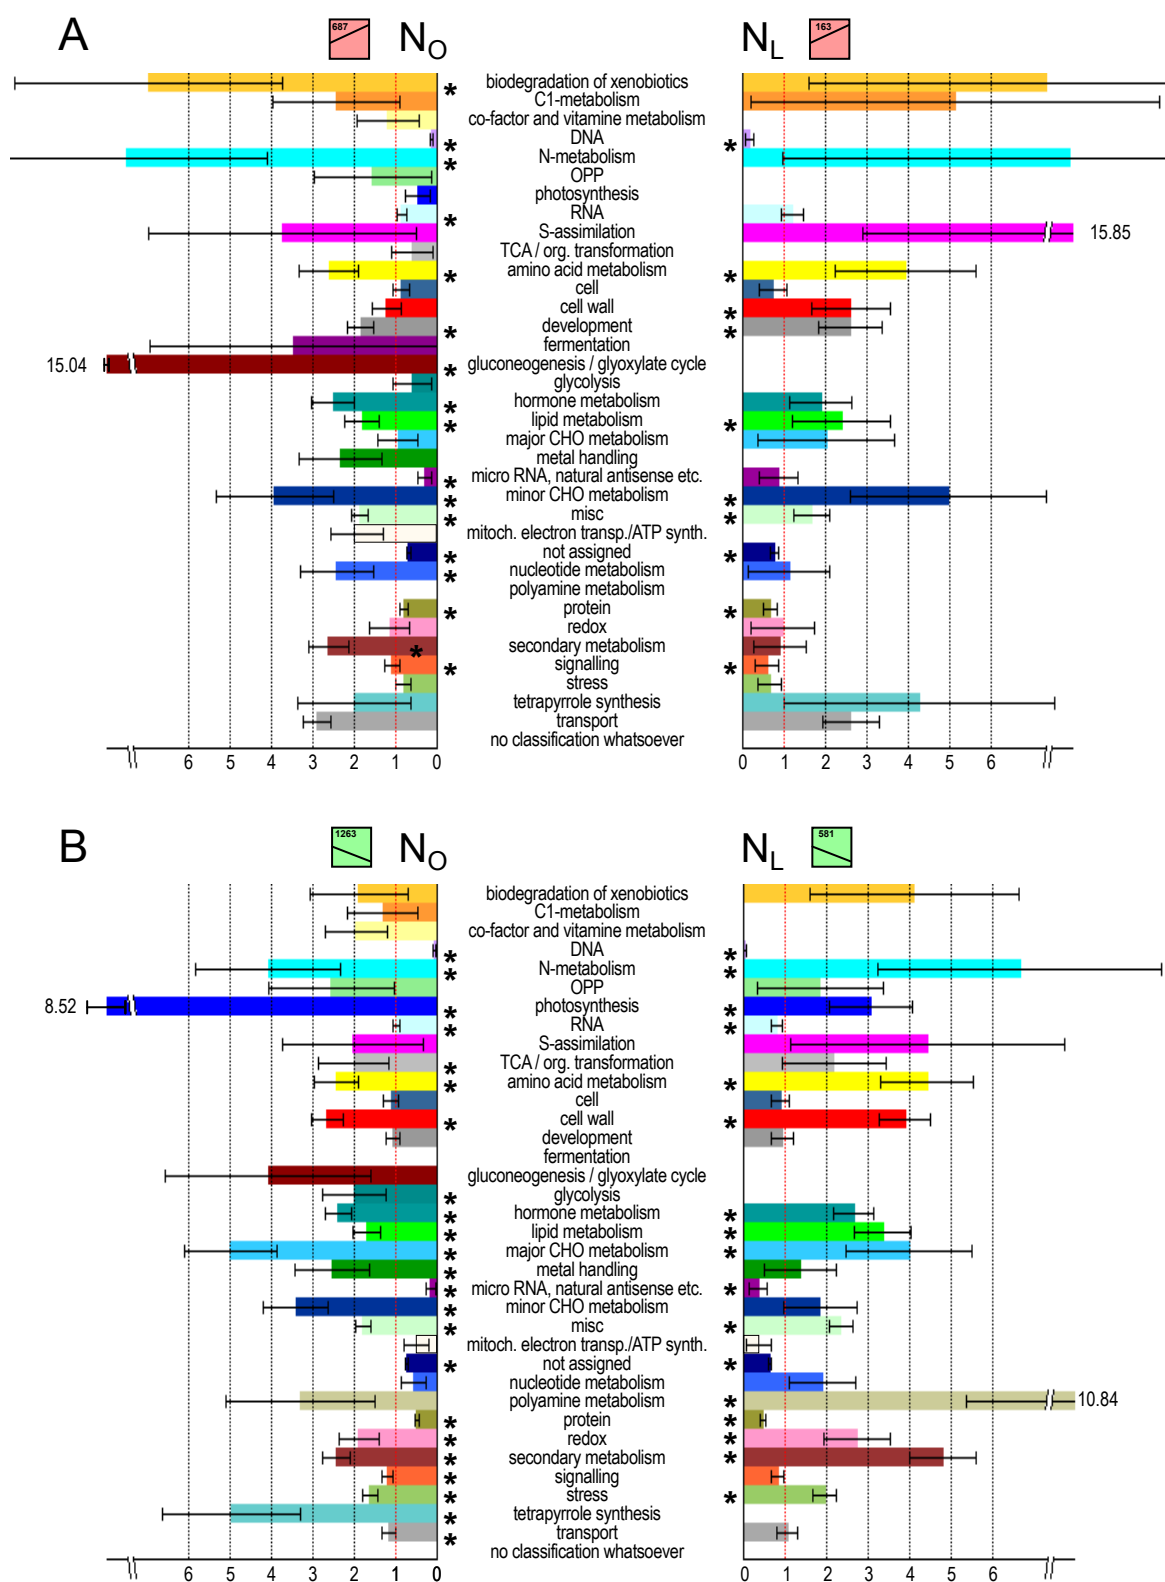

**Supplementary Figure 3. MapMan functional classification of up- and downregulated genes in leaf #8.** Genes in the (A) 'downregulated' and (B) 'upregulated'  $N_O$  and  $N_L$  leaves #8 were classified according to their putative assignment to MapMan metabolic pathways using the BAR Classification SuperViewer Tool. Bars show the normed frequency (NF) of genes in functional categories  $\pm$  SD for 100 bootstraps. Normed frequency is the (Number in Class<sub>input\_set</sub>/Number Classified<sub>input\_set</sub>)/(Number in Class<sub>reference\_set</sub>/Number Classified<sub>reference\_set</sub>). Enriched (NF > 1) or underrepresented categories (NF < 1) which are statistically significant (p-value of the hypergeometric distribution < 0.05) are marked by asterisks.

How the deposited data were processed for this re-analysis (not part of the article)

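Leaves #4 were measured on 4 days (78, 85, 92 or 99 DAS) and leaves #8 on 2 days (92 or 106 DAS), under optimal and reduced N supply, with 3 plants in each of 12 groups and 1 array per plant. The labels name the leaf, the N supply, the day and the replicate of each of the 36 arrays, and the groups follow these labels.

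The authors deposited the scanner output of each one-colour array, with the mean intensity and the local background intensity of each spot, an intensity processed within the array by the scanner software, and flags for spots of poor quality. They also deposited a table of processed intensities with 60954 of the 60955 probes, whose columns correlate with the processed intensity of their array on the log2 scale at 0.990 to 1.000. The flags, which are neither intensities nor ratios, take the values 0 and 1 and come from the scanner software as the authors deposited it. The signal over background sets the depth: between 41675 and 50953 probes per array were well above the background, and 34922 probes were so on all arrays.

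The intensities were processed with limma 3.58.1 in R 4.3.3, with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9 for reading the files, tables and plots. The background was corrected by the normexp method with an offset of 50, control spots and spots flagged as non-uniform were left out, arrays were quantile normalized, and spots of a probe were averaged. The paper names limma, background subtraction and quantile normalization, and its text does not name the method of subtraction or the offset. A linear model with 12 group means was fitted to all 36 arrays, followed by empirical Bayes moderation. A probe was called regulated at a change of at least 3-fold with a Benjamini-Hochberg adjusted p under 0.05 over the 60955 probes of the comparison, as in the paper. The comparisons were the 8 intervals between harvests, N_L_ against N_O_ on each day, leaves #4 from 85 to 99 DAS, and the differences between the N_L_ and the N_O_ change in week 3 and in leaves #8. The temporal profiles used 50 model profiles with unit changes up to 2, 24 permutations of the days, and joining at a correlation of 0.7. Age scores were compared by two-sided exact permutation tests, which cannot go below p = 0.1 with 3 plants against 3.

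The model was tested on simulated arrays, with changes above the 3-fold threshold placed in N_O_ leaves #4 in week 3. Each probe had its real spread pooled over the 12 groups. The noise was independent and alike on all arrays, without a slide effect or an outlying array. Of 200 changed probes among 60955, 163 (81.5%) were called, none in the wrong direction, with 3 false calls. These values check the code and do not give the error rates on the real arrays.

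The named probes are, for week 3 of leaves #4, those with the 2 largest mean rises and the 2 largest mean falls among the probes called in the same direction under both N supplies. Neither the files nor the reference table pair the probes with genes, so the genes that the paper names, photosynthesis genes, transcription factors, autophagy genes, proteases and functional categories were not analysed here.

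The alternatives were another normexp offset (16), plain subtraction with a floor of 0.5, the processed intensity scaled to the 75th percentile, the deposited table, leaving out dim probes (49014 probes well above background on all arrays of at least 1 group were kept), keeping non-uniform spots, slide, scan date or replicate number as a block, a mean-variance trend with robust moderation, array weights, a fit of only the arrays compared, a 2-fold threshold, no p threshold, and leaving out each array. Averaging the probes of 1 unigene was not run, as the files do not name the unigene.

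The plants with the same replicate number were checked for a shared deviation from their group means. In 3 of 16 comparisons all correlations were over 0.1: N_L_ against N_O_ leaves #4 at 78 DAS (0.114, 0.397 and 0.633), N_L_ leaves #8 between 92 and 106 DAS (0.326, 0.142 and 0.139) and N_L_ against N_O_ leaves #8 at 106 DAS (0.489, 0.264 and 0.351). The labels do not say what the numbers mean.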

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

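The alternatives without the 4 arrays of the last-scanned slide and with GC centring, the comparison of the spreads between plants, and the tests of the single array were chosen after the values were seen; the other tests were set before. Chance can be excluded by regrouping only where more than 10 splits exist.

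The change of leaves #4 in week 3 differed between the N supplies in a direct test of the difference, which called 6 probes, all with a higher change in N_L_ leaves. Of 50 drawn regroupings of the plants, 1, the real one, gave as many. Chance can thus be excluded at that level only for the fit without a slide block. The number was not stable. With slide as a block it was 2, under the 3 that the highest other regrouping gave without the block. It was 0 with the percentile scaling, the deposited table and a fit of only the arrays compared. With single arrays left out it ran from 0 to 103, with 12 without replicate 3 of the N_L_ leaves at 99 DAS. The sign was not always shared, as 44 probes were higher and 5 lower in N_L_ leaves with array weights.

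The larger count of regulated probes in N_L_ leaves #4 in week 3 was weighed against technical explanations. The median within-group SD was 0.240 in N_O_ and 0.372 in N_L_ leaves, and 0.181 in N_L_ leaves without replicate 3 at 99 DAS. These values cannot decide whether a larger N_O_ spread hid changes. The model gave each probe 1 spread over all 12 groups, so the spread could not hide changes in N_O_ leaves alone. Without a p threshold no estimate of the spread enters a call, although an outlying plant still shifts the mean of its group. The ratio of the counts was then 3.4, and 1.13 without that array. With the p threshold the ratio was 1.18 without it. Leaving out dim probes gave a ratio of 4.92, so dim probes do not account for the larger count. The last-scanned slide holds 1 array of each N supply at 99 DAS. A shift common to that slide is argued against as the whole explanation: with the scan date as a block, which moved the week 1 count of N_O_ leaves from 55 to 16, the ratio was 6.33. Without the N_O_ array of that slide the counts were 4361 in N_L_ and 570 in N_O_ leaves. The ratio of 1.32 without all 4 arrays of the slide includes the loss of the N_L_ array, so an effect on that array alone stays open. GC centring takes out a shift of whole bins of probe GC content on an array. It changed no count by more than 1.5 times and left the ratio at 5.15. This argues against such a shift as the whole explanation, while a GC trend of another form stays open. A candidate explanation is 1 array, replicate 3 of the N_L_ leaves at 99 DAS, since the ratio was 1.18 without it and between 3.03 and 14.8 without any other. The biological explanation that the N_O_ leaves underwent the same change less far stays open too. Of the 3774 probes regulated in N_L_ leaves alone, 95.5% changed in the same direction in N_O_ leaves, but these probes were picked for passing in N_L_ and not in N_O_ leaves, so they cannot decide it.

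The change of leaves #8 also differed between the N supplies, with 17 probes in the direct test of the difference. Of 50 drawn regroupings 3 gave as many, so chance cannot be excluded for this count. The other 2, with 17 and 36 probes, kept the real grouping of the plants on 1 of the days. The larger count of regulated probes in N_O_ leaves #8 was weighed in the same way. The median within-group SD was 0.185 in N_L_ and 0.193 in N_O_ leaves, which cannot decide here either, as the groups share 1 spread per probe. Without a p threshold, where spread enters only through the group means, the ratio was 2.21 for probes changed at least 3-fold. It was 2.94 with slide as a block and 2.59 without dim probes, which argues against these as the whole explanation. The ratio of 2.61 after GC centring argues against a shift of whole GC bins here too, and a GC trend of another form stays open. That N_L_ leaves #8 underwent the same change less far stays open. The 609 probes called in both N supplies in leaves #4 in week 3, chosen outside leaves #8, go with it. They changed in leaves #8 by a median of 3.05 (log2) under optimal and 1.95 under reduced N supply. Of them, 100% and 98.7% kept their direction of leaves #4. With 3 plants against 3, chance stays open for them. Of the 2297 probes regulated in N_O_ leaves alone, 91.0% changed in the same direction in N_L_ leaves, but they were picked for passing in N_O_ leaves alone and cannot decide it either. A mislabelled plant was not tested.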

How the results depend on the processing

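The 20 GC bins, the fits without the 4 arrays of the last-scanned slide, the profile clustering without 1 array, and leaving out arrays outside the groups compared were chosen after the files or values were seen. All other alternatives and replicates left out were set before the data were examined. A count is called changed when it moved by more than 1.5 times. The changes below are counts of calls, and the cause was not tested for any of them unless a value is given for it.

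Some results kept their direction throughout. The N_O_ to N_L_ ratio in leaves #8 stayed between 2.21 and 2.99 over 14 alternatives and between 2.37 and 3.61 with each array left out. The age score of N_L_ minus N_O_ leaves #8 at 106 DAS stayed between -2.79 and -2.26 over 6 alternatives. The named probes kept their direction and an adjusted p under 0.05 over the 6 alternatives run for them and with arrays left out. Over the alternatives set before, 432 values stayed within 1.5 times or kept their side, and 164 were changed. Keeping non-uniform spots, the mean-variance trend and GC centring changed no count by more than 1.5 times.

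The background correction and scaling moved many counts. With plain subtraction, regulated probes numbered 168 for N_O_ week 1, 65 for N_O_ week 2, 52 for N_L_ week 1, 7662 for N_L_ week 3 and 4784 for N_O_ leaves #8. The counts of N_L_ against N_O_ leaves were 4 for leaves #4 at 78 DAS, 3 for leaves #4 at 85 DAS, 5 for leaves #4 at 92 DAS and 18 for leaves #8 at 92 DAS. The counts were 3584 for N_O_ leaves #4 from 85 to 99 DAS and 9900 for N_L_ leaves #4 from 85 to 99 DAS. The direct tests of the difference called 3 for the difference in leaves #8. Probes changed at least 3-fold whatever their p numbered 4664 for N_O_ week 1, 3700 for N_O_ week 2, 6483 for N_O_ week 3, 3967 for N_L_ week 1, 4472 for N_L_ week 2, 13052 for N_L_ week 3, 8600 for N_O_ leaves #8 and 5199 for N_L_ leaves #8. Calls shared by both N supplies numbered 24 for week 1 and 22 for week 2. Probes regulated in any week of leaves #4 numbered 7863 for N_L_. With the processed intensity scaled to the 75th percentile, regulated probes numbered 20 for N_O_ week 1, 56 for N_O_ week 2, 1424 for N_O_ week 3, 0 for N_L_ week 1, 8704 for N_L_ week 3 and 4690 for N_O_ leaves #8. N_L_ against N_O_ leaves gave 4 for leaves #4 at 78 DAS, 0 for leaves #4 at 85 DAS, 0 for leaves #4 at 92 DAS and 12 for leaves #8 at 92 DAS. The counts were 3918 for N_O_ leaves #4 from 85 to 99 DAS and 10418 for N_L_ leaves #4 from 85 to 99 DAS. For the differences between the N supplies, calls numbered 0 for the difference in leaves #4 and 0 for the difference in leaves #8. Probes changed at least 3-fold whatever their p numbered 2444 for N_O_ week 1, 1669 for N_O_ week 2, 4636 for N_O_ week 3, 1709 for N_L_ week 1, 2578 for N_L_ week 2, 11201 for N_L_ week 3, 6501 for N_O_ leaves #8 and 3322 for N_L_ leaves #8. Calls shared by both N supplies numbered 22 for week 2 and 1043 for week 3. Probes regulated in any week of leaves #4 numbered 1473 for N_O_ and 8824 for N_L_. The falling clusters held 859 for N_O_ and 4250 for N_L_ probes.

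From the deposited table of processed values, regulated probes numbered 28 for N_O_ week 1, 1373 for N_O_ week 3, 320 for N_L_ week 2, 7782 for N_L_ week 3, 4934 for N_O_ leaves #8 and 1828 for N_L_ leaves #8. Comparing N_L_ with N_O_ leaves gave 3 for leaves #4 at 78 DAS, 1 for leaves #4 at 85 DAS and 24 for leaves #8 at 92 DAS. The counts were 3679 for N_O_ leaves #4 from 85 to 99 DAS and 9760 for N_L_ leaves #4 from 85 to 99 DAS. Calls of a difference between the N supplies were 0 for the difference in leaves #4 and 1 for the difference in leaves #8. Probes changed at least 3-fold whatever their p numbered 2366 for N_O_ week 1, 1649 for N_O_ week 2, 3893 for N_O_ week 3, 1650 for N_L_ week 1, 2447 for N_L_ week 2, 10216 for N_L_ week 3, 6542 for N_O_ leaves #8 and 3404 for N_L_ leaves #8. Calls shared by both N supplies numbered 962 for week 3 and 1320 for leaves #8. Probes regulated in any week of leaves #4 numbered 1490 for N_O_ and 7987 for N_L_. With a normexp offset of 16, 0 probes were called for N_L_ week 1 and 33 in the direct test for leaves #8. Without dim probes that test called 36.

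The share of higher probes moved with the scaling by more than 10 percentage points in some intervals. In N_O_ week 1 it was 32.7% as reported, 73.2% with plain subtraction and 53.6% with the deposited table. In N_O_ week 2 it was 14.6% as reported, 29.2% with plain subtraction, 28.6% with the percentile scaling and 25.2% with the deposited table. In N_L_ week 2 it was 39.3% as reported, 55.0% with plain subtraction and 50.0% with the percentile scaling, and in N_L_ week 3 it was 43.7% as reported and 32.1% with the percentile scaling. The single call of N_L_ week 1 was a rise, against 82.7% rises with plain subtraction. The median change of all probes moved by more than 0.1 (log2) with the percentile scaling in week 3, from 0.036 to -0.13 in N_O_ and from 0.036 to -0.072 in N_L_ leaves.

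The thresholds and the estimate of the spread mattered as well. With a 2-fold threshold, regulated probes numbered 99 for N_O_ week 1, 201 for N_O_ week 2, 1602 for N_O_ week 3, 3 for N_L_ week 1, 412 for N_L_ week 2, 9408 for N_L_ week 3, 5856 for N_O_ leaves #8 and 1989 for N_L_ leaves #8. With no p threshold, regulated probes numbered 877 for N_O_ week 1, 514 for N_O_ week 2, 1447 for N_O_ week 3, 493 for N_L_ week 1 and 746 for N_L_ week 2. In the direct tests, probes numbered 1844 for the difference in leaves #4 and 1649 for the difference in leaves #8. The N_L_ to N_O_ ratio in week 3 was 3.4. With array weights, regulated probes numbered 97 for N_O_ week 1, 380 for N_O_ week 2, 116 for N_L_ week 1, 648 for N_L_ week 2 and 2119 for N_L_ week 3. Direct testing called 49 for the difference in leaves #4 and 1699 for the difference in leaves #8. The N_L_ to N_O_ ratio in week 3 was 1.75. With only the arrays of the groups compared, regulated probes numbered 0 for N_O_ week 1, 420 for N_O_ week 3, 0 for N_L_ week 1, 424 for N_L_ week 2 and 323 for N_L_ week 3. Between N_L_ and N_O_ leaves, calls numbered 0 for leaves #4 at 78 DAS, 0 for leaves #4 at 85 DAS, 100 for leaves #4 at 92 DAS, 0 for leaves #4 at 99 DAS and 840 for leaves #8 at 106 DAS. The counts were 1474 for N_O_ leaves #4 from 85 to 99 DAS and 1021 for N_L_ leaves #4 from 85 to 99 DAS. For the difference tests the numbers were 0 for the difference in leaves #4 and 789 for the difference in leaves #8. The N_L_ to N_O_ ratio in week 3 was 0.769.

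With slide as a block, regulated probes numbered 3 for N_O_ week 1, 0 for N_L_ week 1 and 305 for N_L_ week 2. On the same day, N_L_ against N_O_ leaves gave 0 for leaves #4 at 85 DAS, 39 for leaves #4 at 92 DAS, 1117 for leaves #4 at 99 DAS and 4 for leaves #8 at 92 DAS. Tests of the difference called 2 for the difference in leaves #4 and 2 for the difference in leaves #8. Probes changed at least 3-fold whatever their p numbered 1208 for N_L_ week 2. Calls shared by both N supplies numbered 392 for week 3. With scan date as a block, regulated probes numbered 16 for N_O_ week 1 and 0 for N_L_ week 1. The test of the difference called 72 for the difference in leaves #8. The plants shared replicate numbers. Over 16 comparisons, deviations of plants with the same number correlated between -0.268 and 0.633, with a median of 0.136. With the replicate number as a block, the direct test for leaves #4 called 11 probes, and no other count moved by more than 1.5 times except counts of opposite calls.

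Without the 4 arrays of the last-scanned slide, regulated probes numbered 150 for N_O_ week 1, 288 for N_O_ week 2, 69 for N_L_ week 1, 590 for N_L_ week 2 and 1447 for N_L_ week 3. Same-day counts of N_L_ against N_O_ leaves were 29 for leaves #4 at 78 DAS, 22 for leaves #4 at 85 DAS, 49 for leaves #4 at 92 DAS, 95 for leaves #4 at 99 DAS, 143 for leaves #8 at 92 DAS and 846 for leaves #8 at 106 DAS. The counts were 3166 for N_L_ leaves #4 from 85 to 99 DAS. Difference tests called 12 for the difference in leaves #4 and 622 for the difference in leaves #8. Probes changed at least 3-fold whatever their p numbered 555 for N_O_ week 1, 317 for N_L_ week 1 and 1635 for N_L_ week 3. Calls shared by both N supplies numbered 13 for week 1 and 100 for week 2. Probes regulated in any week of leaves #4 numbered 1971 for N_L_. The N_L_ to N_O_ ratio in week 3 was 1.32. The age score of N_L_ minus N_O_ leaves #4 at 78 DAS changed sign to -0.14.

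With each array of the groups compared left out in turn, regulated probes numbered 2 to 335 for N_O_ week 1, 39 to 158 for N_O_ week 2, 294 to 1441 for N_O_ week 3, 0 to 144 for N_L_ week 1, 65 to 213 for N_L_ week 2 and 1359 to 7507 for N_L_ week 3. The counts of N_L_ against N_O_ leaves ran from 1 to 16 for leaves #4 at 78 DAS, 0 to 9 for leaves #4 at 85 DAS, 0 to 9 for leaves #4 at 92 DAS, 32 to 3210 for leaves #4 at 99 DAS, 6 to 231 for leaves #8 at 92 DAS and 89 to 307 for leaves #8 at 106 DAS. The counts ran from 1446 to 3044 for N_O_ leaves #4 from 85 to 99 DAS and 3058 to 8178 for N_L_ leaves #4 from 85 to 99 DAS. The direct tests of the difference called 0 to 103 for the difference in leaves #4 and 0 to 336 for the difference in leaves #8. Probes changed at least 3-fold whatever their p numbered 555 to 1409 for N_O_ week 1, 317 to 1081 for N_L_ week 1, 475 to 997 for N_O_ week 2, 1249 to 2419 for N_O_ week 3 and 1635 to 8076 for N_L_ week 3. Shared calls ran from 0 to 18 in week 1, 10 to 43 in week 2 and 194 to 1043 in week 3. Probes regulated in any week of leaves #4 ran from 442 to 1562 for N_O_ and 1740 to 7625 for N_L_. The N_L_ to N_O_ ratio in week 3 ran from 1.18 to 14.8, with the lowest value, 1.18, without replicate 3 of the N_L_ leaves at 99 DAS. The slope of the N_L_ on the N_O_ change in week 1 ran from 0.29 to 0.63. Age scores of N_L_ minus N_O_ leaves changed sign, running from -0.16 to 0.57 for leaves #4 at 78 DAS, from -0.033 to 0.43 at 85 DAS, from -0.031 to 0.45 at 92 DAS and from -0.26 to 0.019 for leaves #8 at 92 DAS. With all plants of 1 replicate number left out, the falling clusters ran from 71 to 423 for N_O_ and 554 to 2165 for N_L_, and the rising clusters from 19 to 208 for N_O_ and 317 to 2007 for N_L_. Without only replicate 3 of the N_L_ leaves at 99 DAS the N_L_ clusters held 671 falling and 471 rising probes.

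Arrays outside the groups compared share the spread of the model, and some counts left the ranges above when such an array was left out. Counts then ran from 109 to 193 for N_O_ week 2, from 182 to 470 for N_L_ week 2, from 3074 to 3323 for N_O_ leaves #8, from 1152 to 1343 for N_L_ leaves #8, and from 9 to 442 for the difference in leaves #8. For N_L_ against N_O_ leaves they ran from 6 to 12 for leaves #4 at 85 DAS, from 10 to 32 for leaves #4 at 92 DAS and from 385 to 788 for leaves #8 at 106 DAS. The other counts of regulated probes stayed inside them.

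Arrays limit the precision by their number and by signal over background. Averaging the probes of 1 unigene, the set tests of photosynthesis probes and the counts of transcription factor, autophagy and protease probes were not run, since the probes carry no names.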

Differences from the paper's values

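Counts here are of probes, and the paper's are of unigenes. Where several unigenes shared an Arabidopsis homolog, the paper took a single one of them into its further analysis. It does not say whether its counts per interval follow that step. The step could not be tried here, as the probes carry no names, so its part in the gaps stays open. Of the alternatives chosen after the values were seen, only leaving out arrays outside the interval closed gaps listed here, and only in weeks 1 and 2 of leaves #4.

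In N_O_ leaves #4 in week 1, 55 probes were regulated, and the paper's value is 26. The values of the alternatives set before the data were examined come within 1.5 times of the paper's with the processed intensity scaled to the 75th percentile (20) and with the deposited table (28), and with none of the others, the arrays of the interval left out included. With 1 of the 30 arrays outside the interval left out, a choice made after the values were seen, the count ran from 24 to 155 and came within 1.5 times for 16 of them. In week 2, 123 probes were regulated, and the paper's value is 78. Plain subtraction (65), the percentile scaling (56), slide as a block (116), and leaving out replicate 2 at 85 DAS (60) or replicate 2 at 92 DAS (56) come within 1.5 times of it, and the others set before do not. With arrays outside the interval left out, chosen after the values were seen, the count ran from 109 to 193 and came within 1.5 times for 13 of the 30.

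In N_L_ leaves #4 in week 1, 1 probe was regulated, where the paper's value is about 0 in Fig. 1, read by eye. The count was 0 with a normexp offset of 16, the percentile scaling, slide or scan date as a block, a fit of only the arrays compared, and without replicate 1 or replicate 3 at 85 DAS, and above 0 with the others set before. It was also 0 for 10 of the 30 arrays outside the interval left out, chosen after the values were seen.

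In leaves #8, 3105 probes were regulated in N_O_ plants, and the paper's value is 1950. Only the counts without replicate 1 (2747) or replicate 2 (2765) at 92 DAS and without replicate 2 (2763) or replicate 3 (2765) at 106 DAS come within 1.5 times of it. In N_L_ leaves #8, 1176 probes were regulated, and the paper's value is 744. Slide as a block (1040) and leaving out replicate 2 (853) or 3 (950) at 92 DAS or replicate 1 (1043), 2 (1005) or 3 (915) at 106 DAS come within 1.5 times of it, and the others do not.

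The largest falling cluster of N_L_ leaves #4 held 1858 probes, and the paper's value is 1174. Leaving out the plants numbered 2 (1639) comes within 1.5 times of it, and the other alternatives do not.

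The paper states that lower genes outnumber higher ones in each interval and N supply. Of the 8 intervals here, 7 had more lower than higher probes, and N_L_ leaves #4 in week 1 had 1 higher probe and 0 lower ones.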

Other observations

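The tests of replicate 3 of the N_L_ leaves #4 at 99 DAS, including the limits they were set against, were chosen after its values were seen.

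Replicate 3 of the N_L_ leaves #4 at 99 DAS stood apart from the other 2 plants of its group. The root mean square of its deviation from their mean was 1.45 (log2), against 0.27 to 0.89 for the arrays outside its group. The 4 arrays of the last-scanned slide had the 4 lowest median processed signals, with 67.3 on this array and 82.8, 105.6 and 147.2 on the other 3, against 156.2 to 528.8 on the arrays of the other slides. Noise of dim probes is not the whole reason, because over the 34922 probes well above the background on all arrays its deviation was still 1.55, against 0.28 to 0.99 for arrays outside its group. More advanced senescence in that plant could not be decided: its deviations correlated across probes with the change of N_O_ leaves #8 at 0.346, with other arrays between -0.467 and 0.508, and its age score was 5.23 against 4.14 and 4.29. A shift common to the last-scanned slide could not be decided either, as its deviations correlated with those of the other 3 arrays of the slide at 0.292 on average. Plant, hybridization and slide cannot be told apart from 1 array.

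Few probes were regulated in leaves #4 in week 1, where the last-scanned slide holds 1 array of each N supply at 78 DAS. Whether that slide inflated the spread could not be decided. With the scan date as a block 16 probes were called in both N supplies together, against 56 without the block, but a block removes a shift between scans and not a larger spread. Without the 4 arrays of the slide the counts were 150 in N_O_ and 69 in N_L_ leaves. Without only the N_O_ array of that slide at 78 DAS the N_O_ count was 2, and without only the N_L_ array the N_L_ count was 37. Leaving out replicate 3 of the N_L_ leaves at 99 DAS, which is in no week 1 group but adds to the spread of the whole model, gave 155 and 9.

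N_L_ leaves were also compared with N_O_ leaves on the same day, which gave 1 regulated probe in leaves #4 at 78 DAS, 7 at 85 DAS, 15 at 92 DAS and 742 at 99 DAS (415 higher and 327 lower in N_L_ leaves). The last count ran from 32 to 3210 with single arrays of its groups left out, with 168 without replicate 3 of the N_L_ leaves. In leaves #8 it was 58 at 92 DAS and 432 at 106 DAS (240 higher and 192 lower). From 85 to 99 DAS, 2272 probes were regulated in N_O_ leaves #4 and 5798 in N_L_ leaves #4, or 3058 in N_L_ leaves without that replicate 3.

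Chance cannot be excluded by regrouping for any comparison of 3 plants against 3, which allows 10 splits. As many probes as in the real split came from 1 of the 10 splits, the real one, for weeks 2 and 3 in both N supplies, for both N supplies in leaves #8, for both from 85 to 99 DAS, and for N_L_ against N_O_ leaves #4 at 85 and 92 DAS and leaves #8 at 92 and 106 DAS. For week 1, 2 of the 10 splits gave as many in either N supply, with up to 215 probes in N_O_ and 85 in N_L_ leaves. For N_L_ against N_O_ leaves #4 at 78 DAS, 6 of the 10 splits gave as many. The highest of these, 442, put both arrays of the last-scanned slide into the same group, and with slide as a block the real split gave 1 probe. At 99 DAS, 2 of the 10 splits gave as many, and the higher, 1288, again put both arrays of that slide together; with slide as a block the real split gave 1117 probes.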
